# Role of Endothelial and Mesenchymal Cell Transitions in Heart Failure and Recovery Thereafter

**DOI:** 10.3389/fgene.2020.609262

**Published:** 2021-01-15

**Authors:** Guangyu Wang, Ana Sofia Cruz, Keith Youker, Hernan G. Marcos-Abdala, Rajarajan A. Thandavarayan, John P. Cooke, Guillermo Torre-Amione, Kaifu Chen, Arvind Bhimaraj

**Keywords:** heart failure, cardiac recovery, endothelial to mesenchymal transition, mesenchymal to endothelial transition, gene expression

## Abstract

**Background:** Mechanisms of myocardial recovery are not well elucidated.

**Methods:** 3-month-old C57/BL6 mice were treated with Angiotensin-II infusion and N (w)-nitro-L-arginine methyl ester in drinking water to induce HF at 5 weeks. These agents were discontinued, and animals studied with echocardiographic, histological and genetic assessment every 2 weeks until week 19. mRNA was extracted from these samples and human pre-post LVAD samples.

**Results:** Histologic and echo characteristics showed progressive worsening of cardiac function by week 5 and normalization by week 19 accompanied by normalization of the transcriptional profile. Expression of 1,350 genes were upregulated and 3,050 genes down regulated in HF compared to controls; during recovery, this altered gene expression was largely reversed. We focused on genes whose expression was altered during HF but reverted to control levels by Week 19. A gene ontology (GO) analysis of this cohort of genes implicated pathways involved in EndoMT and MEndoT. The cohort of genes that were differentially regulated in heart failure recovery in the murine model, were similarly regulated in human myocardial samples obtained pre- and post-placement of a left ventricular assist device (LVAD). Human end stage HF myocardial samples showed cells with dual expressed VE-Cadherin and FSP-1 consistent with cell fate transition. Furthermore, we observed a reduction in fibrosis, and an increase in endothelial cell density, in myocardial samples pre- and post-LVAD.

**Conclusions:** Cell fate transitions between endothelial and mesenchymal types contribute to the pathophysiology of heart failure followed by recovery.

## Introduction

The pathophysiology of heart failure includes an inciting insult (genetic mutations, hemodynamic overload, myocyte destruction, etc.) that starts a cascade of compensatory adaptive and maladaptive mechanisms. Adaptive mechanisms often are unable to completely undo the response to the injury and restore a state of normalcy hence leading to the histological phenotype of cardiac hypertrophy and fibrosis. A strategy to discover mechanisms and pathways of repair and recovery could lead to novel therapeutic avenues to facilitate adaptation and recovery. After the onset of systolic dysfunction, cardiac recovery with neurohormonal blockade can occur in a subset of patients. Furthermore, chronic unloading of the heart with durable ventricular assist devices can improve cardiac function and structure. However, the mechanisms that are directly responsible for such recovery have not been clearly elucidated (Margulies et al., 2005). Lack of a controlled experimental setting combined with significant biological variations of clinical subjects has made it difficult to gain insight into specific mechanisms. We present here a non-ischemic murine model of heart failure recovery that is associated with histological and transcriptional evidence of cardiac recovery. We correlate the molecular signal from these experimental tissues with those from human myocardial samples obtained pre- and post-placement of a left ventricular assist device (LVAD).

## Methods: Murine Experiment

### Mouse Model

A modified model from Oestreicher et al. was used for the heart failure induction (Oestreicher et al., 2003). Physiological details including biomarkers, echo and hemodynamics are detailed in previous work from our group (Cordero-Reyes et al., 2016; Hamilton et al., 2016). In brief, 3-month-old male wild-type (WT; strain C57BL/6J; Harlan Laboratories, Indianapolis, IN) mice were randomly assigned to two groups: control and intervention (Figure 1A) and studied at regular intervals from week 1 to 19 (*n* = 5 at each time point in each experimental group). Mice in the intervention group were given drinking water containing 0.3 mg/mL of L-NAME (Sigma-Aldrich, St. Louis, MO) and 1% NaCl (Sigma-Aldrich) ad libitum. After 1 week, mice were anesthetized with inhaled isoflurane and subcutaneous osmotic minipumps (ALZET model 1004; DURECT Corporation ALZET Osmotic Pumps, Cupertino, CA) were implanted to deliver angiotensin-II (Ang-II; Sigma-Aldrich) at a rate of 0.7 mg/kg per day for 4 weeks. At the end of this 5-week period (Heart failure induction phase), mice develop a phenotype of heart failure including cardiac hypertrophy, fibrosis and a reduction of ejection fraction. At the 5-week time point, the Alzet pumps were depleted of angiotensin-II, and the L-NAME treatment was terminated. Mice were observed without drug treatment for up to week 19 (Recovery Phase). All mice were housed in micro isolation cages under 12-h: 12-h light/dark cycle and were fed a standard chow diet (Harlan Teklad, 2920).

**Figure 1:**
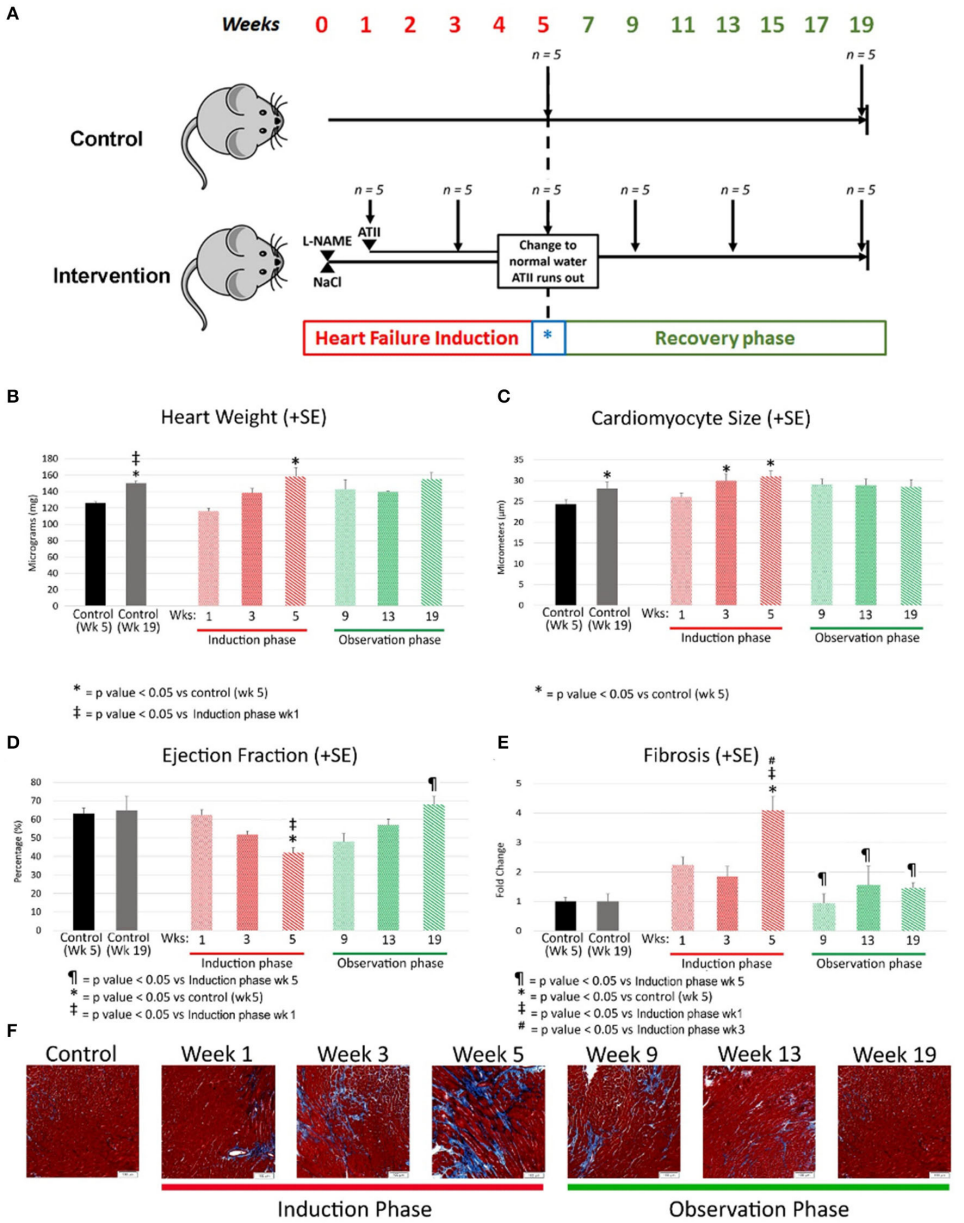
**(A)** Experimental model where C57/BL6 mice underwent heart failure induction over first 5 weeks followed by removal of heart failure-inducing agents (marked with a blue *) with a passive observation phase up to a total of 19 weeks. Each group had 5 mice and were sacrificed at the time points indicated by a downward arrow. L-NAME and NaCl were administered in drinking water and angiotensin II delivered by osmotic mini-pumps. L-NAME, NG-nitro-L-Arginine Methyl Ester; NaCl, Sodium Chloride; ATII, Angiotensin II. **(B–E)** Morphological changes at various time points 2 weeks apart during heart failure induction and recovery phase after removal of heart failure-inducing agents. The bar graphs represent heart weight in milligrams **(B)**, cardiomyocyte size in micrometers **(C)**, ejection fraction as percentage **(D)** and fibrosis as fold change **(E)**. Red represents the heart failure induction phase and green represents the observation phase after removal of heart failure-inducing agents. Controls are represented in different colors to represent age matched controls for both time points. **(F)** Are representative photomicrographs of mouse cardiac with Masson's trichrome staining reflecting the gradual increase of fibrosis (by week 5) followed by a resolution of the same during the observation phase (recovery). L-NAME, NG-nitro-L-Arginine Methyl Ester; NaCl, Sodium Chloride; HF, Heart failure; Wks, weeks.

Animals were euthanized under deep inhalatory anesthesia, followed by cervical dislocation and exsanguination. Hearts were immediately excised, weighed and dissected for left ventricle separation and sectioning. To obtain enough sample material for each assay and ensure reproducibility, the experiment was repeated in four separate cohorts. All experiments were performed with approval of the Houston Methodist Research Institute Institutional Animal Care and Use Committee (Houston, TX) and conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1985).

### Sample Collection

Mouse hearts were rapidly removed and sectioned at the level of mid heart. Apical portions were flash-frozen with liquid nitrogen and kept at −80°C for polymerase chain reaction (PCR) studies and RNA sequencing. The basal portions were fixed in 2% paraformaldehyde, processed by dehydrating in graded alcohol to xylene followed by paraffin embedding and cut into 5-micron sections.

### Histological Analysis

To quantify fibrosis, sections were stained using a Masson's trichrome kit (Sigma-Aldrich), according to manufacturer's instructions. Slides were then cover slipped and photomicrographs taken with the 10X objective using an Olympus AX70 microscope (Olympus, Tokyo, Japan). Cross-sectional pictures at the mid-heart level were taken and analyzed by a blinded observer for fibrosis using Cell Sense Dimension Software from Olympus (Olympus, Tokyo, Japan). A user-independent automatically computerized color cube-based selection criterion was used to denote positive staining (within the color spectrum of blue dye) and stained/unstained areas were measured. The results expressed are the average percent tissue area (pixels) stained by the dye. To measure cardiomyocyte size, myocardial sections were stained with H&E using standard protocols. Slides were then cover slipped with photomicrographs taken at 20x. Measurement was done as previously reported (Bruckner et al., 2001) by measuring myocyte diameter at the level of the nucleus by a blinded observer.

### Echocardiography

All mice underwent transthoracic echocardiography prior to sacrifice under light anesthesia using inhaled isoflurane. Transthoracic echocardiography was performed and analyzed as previously reported (Respress and Wehrens, 2010) using Vevo770 high-resolution imaging system equipped with a 30-MHz transducer (Visualsonics, Toronto, Ontario, Canada). The heart was visualized in B-mode from parasternal short-axis and apical view. Two-dimensional targeted M-mode echocardiographic images were obtained at the levels of the papillary muscles from the parasternal short-axis view for measurements of LV wall thickness, LV end-diastolic diameter (LVEDD) and LV-end systolic diameter (LVESD) using at least three consecutive heart beats. All M-mode images were read from the same position. The investigator performing the echocardiograms was different from the blinded investigator who analyzed the images. Ejection Fraction (EF) was calculated as [(LVEDV-LVESV)/LVEDV] X 100.

### RNA Sequencing

RNA sequencing (Novo gene, Illumina Genome Network partner) was performed after RNA isolation from frozen tissue, poly (A) tail enrichment and library production (Novo gene, Illumina Genome Network partner). The RNA-seq results were analyzed at the Center for Bioinformatics and Computational Biology (CB^2^) at Houston Methodist Research Institute (HMRI).

### Gene Differential Expression Analysis and Gene Ontology (GO) Analysis

The Top Hat program (v2.0.12) with default parameters was used to align paired-end RNA-seq reads to the mouse genome (Mus musculus MGSCv37). Cuffdiff (v2.0.12) was used to calculate gene expression level and significance of differential expression. We used a *p* value < 0.05 as the threshold to select differentially expressed genes. We used DAVID (https://david-d.ncifcrf.gov) to calculate *p* value for each GO term with a modified Fisher's exact test, and used a *p* value < 0.05 as the threshold to select significantly enriched GO terms.

## Human Myocardial Samples

### Heart Failure Samples

Left ventricular tissue was collected from 25 consecutive end-stage heart failure patients (apical core at the time of Left Ventricular Assist Device placement or section of LV at the time of heart transplant). Fresh tissue was obtained directly from the surgeon, and samples were immediately dissected, and tissues were divided for either freezing or paraffin-embedding. Frozen tissue was flash-frozen in liquid nitrogen and immediately stored at −80°C for RNA and protein analysis. Paraffin-embedded tissue was immediately fixed in 2% paraformaldehyde; tissue samples were then dehydrated in a step-wise fashion using graded alcohols, after which they were cleared in xylene and paraffin-embedded by use of standard protocols. Five-micrometer sections were cut, collected on slides and rehydrated for histology and immunohistochemistry. This is based on an institutional protocol approved by the Houston Methodist Hospital Institutional Review Board [IRB (2)0511-0100].

### Dual Staining Cells

We stained samples with Anti-VE cadherin (Santa Cruz Biotechnology) as a marker of endothelial cells and Anti-FSP1 as a marker of fibroblasts. Presence of both markers (dual staining cells) may be reflective of cellular transition during the EndoMT process. Dual staining cells were counted per HPF.

### Paired Samples

Paired samples of myocardial tissue were collected from 14 patients during LVAD insertion (pre-LVAD) and at the time of LVAD removal during heart transplantation. For the post-LVAD sample, LV samples were obtained at least 2 cm away from LVAD insertion site to avoid surgically-related scar tissue. Tissues were frozen and stored at −80°C for RNA isolation and adjacent samples embedded in paraffin using standard techniques. Pre and post LVAD (obtained closest to surgical intervention) echocardiograms were interpreted to document cardiac function by a blinded echocardiographer, and parameters and calculations were reported following standard clinical American Society of Echocardiography guidelines.

### Immunohistochemistry

Myocardial fibroblasts or endothelial cell counts were quantified by staining for FSP-1 or VE-Cadherin (Cell Signaling Technology, Danvers, MA), respectively. Four low power fields were analyzed, and the results expressed as mean ± SD. The analysis was done by observers who were blinded to the sample source.

### Fibrosis

To quantify fibrosis, sections were stained using a Masson's trichrome kit (Sigma-Aldrich), according to manufacturer's instructions after rehydrating process through xylene and alcohol. Slides were then cover slipped and analyzed at x10 magnification using an Olympus AX70 microscope (Olympus, Tokyo, Japan). Pictures were taken of all regions of the heart and analyzed for fibrosis using Cell sense Dimension Software from Olympus (Olympus, Tokyo, Japan). A user-independent computerized color cube-based selection criterion were used to denote positive staining (within the color spectrum of blue dye) and stained/unstained areas were measured. The results expressed are the average percent tissue (pixels) stained by the dye. Analysis was performed by a single investigator blinded to the samples.

### Gene Expression

Total mRNA was isolated from human cardiac tissue using RNA-binding columns per manufacturer's protocol. RNA was reverse transcribed into cDNA using a kit per manufacturer's directions. Sense and antisense primers were chosen from the RTPrimer DB public database for human. Reactions were aliquoted into 96-well plates, plates were sealed, and samples were amplified for 40 cycles of 10 s at 95°C, 30 s at 55°C and 10 s at 72°C. Real-time PCR was performed in a MyIQ5 iCycler (Bio-Rad). All samples were measured in triplicates and normalized to GAPDH controls run on the same plate for each human cDNA sample that was tested. Gene expression levels were calculated by using [2^Ct(gene)^/2^Ct(GAPDH)^] × 1,000 to standardize to GAPDH and expressed as relative transcript numbers.

### Western Blot Analysis

Protein lysates were prepared from cardiac tissue as described previously (Thandavarayan et al., 2009). The total protein concentration in the samples was measured by the bicinchoninic acid method. Proteins were resolved by electrophoresis and transferred to a nitrocellulose filter. Then the blots were blocked with 5% non-fat dried milk and washed with tris buffered saline. After incubation with the primary antibodies and horseradish peroxidase coupled secondary antibodies (Santa Cruz Biotechnology) the bands were detected by using chemiluminescence developing agents (Super Signal West Pico, Thermo Scientific). The images of the protein bands were taken with a BIO-RAD ChemiDoc imaging system.

### Comparative Analysis of Gene Changes From Mouse Model With Human Gene Expression Data

The gene expression changes in the mouse samples from heart failure to recovery were compared at a global level to changes in the human pre and post LVAD myocardial gene expression using gene set enrichment analysis (GSEA) (Subramanian et al., 2005).

### Statistical Analysis

Data are presented as mean ± standard error mean and one-way analysis of variance (ANOVA) was performed to identify differences between multiple groups. A two-tailed *p* = 0.05 was used as the significance cutoff for all tests. Analyses were done using Graph Pad Prism software (Graph Pad Software Inc., La Jolla, CA) or STATA13 (StataCorp LP, College Station, TX).

## Results

### Morphological Characterization of Recovery From Heart Failure

#### Heart Weight

Heart weight was increased by week 5 in comparison to age matched controls (158 ± 27 mg; *p* value < 0.05) and when compared to week 1. The heart weight regressed to control levels during the recovery phase (Age matched control: 150 ±4.7 mg; week 19 observation: 155 ± 14 mg; *p* value = 0.51). The heart weight did increase with age in the control group reflective of changes with aging (Figure 1B).

#### Cardiomyocyte Size

Cardiomyocyte size is a marker of myocardial hypertrophy, which increased early in the development of heart failure (control: 24.4 ± 2.1 micrometers; week 3: 30.2 ± 2.4 micrometers; *p* value = 0.055) and remained high at week 5 as heart failure progressed (30.4 ± 3.1 micrometers; *p* value < 0.05 vs. control). Myocyte size regression was evident during the recovery phase with the average cardiomyocyte size at Week 19 being no different than that of age-matched controls (control: 28.1 ± 3.0 micrometers; week 19: 28.5 ± 3.5 micrometers; *p* value = 0.8) (Figure 1C).

#### Echocardiography

EF decreased early in the progression of heart failure from 63 ± 8% in control to 52 ± 4% by week 3 (*p* value < 0.05) with a further drop by week 5 (42 ± 7; *p* value < 0.001 vs. control; *p* value = 0.09 vs. week 3). EF normalized during the recovery phase (week 19: 68 ± 8%; control: 65 ± 11%; *p* value = 1) (Figure 1D). Fractional shortening measurements tracked similarly to ejection fraction (Data not shown).

#### Fibrosis

Histological quantification of interstitial myocardial collagen deposition (fibrosis) increased through week 3 (control: 2.4 ± 0.7%; week 3: 4.4 ± 1.6%; *p* value = 0.08 vs. control) and peaked at week 5 (9.1 ± 0.04%). Fibrosis was greater at week 5 compared to week 3 (*p* value < 0.01) and 5-week age matched controls (*p* value < 0.01). The quantity of fibrosis decreased early during the recovery phase (Figure 1E). Representative pictures of the fibrosis staining are shown in the bottom row of Figure 1F.

### Transcriptional Profile Assessment

#### Global Gene Expression

With the induction of heart failure (at week 5), there were 1,350 genes with up regulated expression and 3,050 genes with down regulated expression (Figure 2A). 

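RNA of mouse hearts was enriched for poly(A) tails and sequenced from both ends, and the authors aligned the reads to the mouse genome MGSCv37 with TopHat and calculated expression with Cuffdiff. The values deposited by the authors are in FPKM, that is fragments scaled to the transcript length and to the mapped fragments of the library, for 29,955 genes named by symbol. Heart failure (HF) was induced over 5 weeks with L-NAME, an inhibitor of nitric oxide synthase, salt and angiotensin II, after which the hearts were left to recover until week 19. The values of 24 libraries were used: 2 of HF week 3, 3 of HF week 5, 2 of Recovery week 7, 2 of Recovery week 9, 3 of Recovery week 11, 2 of Recovery week 13, 5 of Recovery week 19 and 5 of Control week 19. Sample labels count recovery from the end of induction, so that their recovery weeks 2, 4, 6, 8 and 14 are weeks 7, 9, 11, 13 and 19 of the paper. The methods name apical portions as the frozen tissue, whereas the labels name the whole heart or whole ventricle. Controls of week 5 were not used, because the table holds 5 columns under their name and 4 samples carry that label. Control thus means the controls of week 19, which are the age-matched controls of the recovered hearts and 14 weeks further on than the HF week 5 hearts, so that a difference between HF and control also holds any difference by age. FPKM give no read counts, but low values in each library rose in steps of 1 fragment, which gave the depth of 23 libraries relative to one another. Relative depth was 1.05 to 1.20 in HF week 5, 0.728 to 1.13 in Recovery week 19 and 0.942 to 1.14 in Control week 19, and 0.728 to 1.40 over the 23 libraries; the absolute depth is unknown. HF week 3 library 1 showed no such steps and had 12,816 genes above 0, against 16,339 to 18,091 in the other libraries. Values were analysed as log2(FPKM + 0.5) for the 12,759 genes with a mean of at least 0.5, with limma in one model with a mean for each of the 8 groups, which left 16 residual degrees of freedom. A gene was called at an unadjusted p under 0.05, the threshold that the methods of the paper state, and the number after Benjamini-Hochberg adjustment is given beside it. Fold changes on this scale understate the change of genes with low values. For 8 genes, among them the abundant cardiomyocyte genes Myh6, Myl2, Actc1 and Mb, every library of at least 1 group was listed at 0 while the median of the other libraries was above 5 FPKM, and no fold change against such a group is given. A further 7 genes, among them the mitochondrial Cytb and mt-Nd4, were above 0 in HF week 3 alone and listed at 0 in the 7 other groups, so that they add nothing to comparisons among these.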

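Of the 12,759 genes, 2,393 were higher and 2,260 lower in HF week 5 than in Control week 19, where 638 calls are expected by chance. After adjustment 1,482 were higher and 1,580 lower. The share of higher genes among those called was 51.4%, and 42.6% (1,951 higher, 2,628 lower) when each library was centred on its median. For 3,769 genes (29.5%) all 3 HF libraries lay on one side of all 5 control libraries, against 3.57% by chance. Without the filter on low values, the alternative that raised the first of these counts most, 2,393 became 3,669. HF week 5 library 1 differed from the other 2: its values correlated with theirs across genes with r = 0.956 and 0.952, and theirs with each other with r = 0.984. When library 1 was left out, 537 genes were higher and 819 lower after adjustment, and 1,282 of the 3,062 genes called with it were called in the same direction. Among the genes with an adjusted p under 0.05 and no overlap between the groups (2,390 genes), the largest rises belonged to Myl2, Mb, AK163440 and Actc1, which are listed at 0 in every control library, and to Myl7. The FPKM of Myl7 was 0.76 ± 0.373 (SD, n = 5) in Control week 19 and 18,390, 152 and 6.16 in the 3 HF week 5 libraries, a log2 fold change of 7.78 (SE 1.41, adjusted p = 0.000858 from limma) that was 4.73 without library 1. Myl7 belongs to a list of 6 atrial genes, all of which were higher in HF week 5 library 1 than in both others. Atrial tissue in that sample is a candidate explanation, so this rise need not be a response of the failing ventricle. The largest falls belonged to RIE2, listed at 0 in every HF week 5 library, and to Jph2, Awp1, Scn4b and Fbxo40. Jph2, which encodes junctophilin, had 99.3 ± 31.1 FPKM (SD, n = 5) in control and 14.9 ± 7.09 (SD, n = 3) in HF, a log2 fold change of -2.74 (SE 0.384, adjusted p = 0.000126). Log2 fold changes were -2.72 for Scn4b (SE 0.312), -2.67 for Fbxo40 (SE 0.389) and -2.72 for Awp1 (SE 0.923). The adjusted p of Awp1 was 0.038 and rose to 0.17 without HF week 5 library 1, the highest of its alternatives (0.0107 to 0.17).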

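In Recovery week 19 compared to HF week 5, 2,460 genes were lower and 2,235 were higher, 36.8% of the genes tested. The adjusted counts were 1,525 lower and 1,567 higher. No overlap between the 5 recovery and 3 HF libraries was found for 3,409 genes (26.7%, against 3.57% by chance). Without HF week 5 library 1, 673 genes were lower and 875 higher after adjustment, and 1,446 of the 3,092 genes called with it were called in the same direction. The share of higher genes among all genes called was 47.6%, and 56.1% when each library was centred on its median, a shift of 0.057 in the median log2 fold change over all genes.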

With recovery from HF (week 19), a similar number of genes were differentially regulated: 1,376 with down regulated expression and 3,188 genes up regulated during recovery compared to week 5 (HF) (Figure 2A).

**Figure 2:**
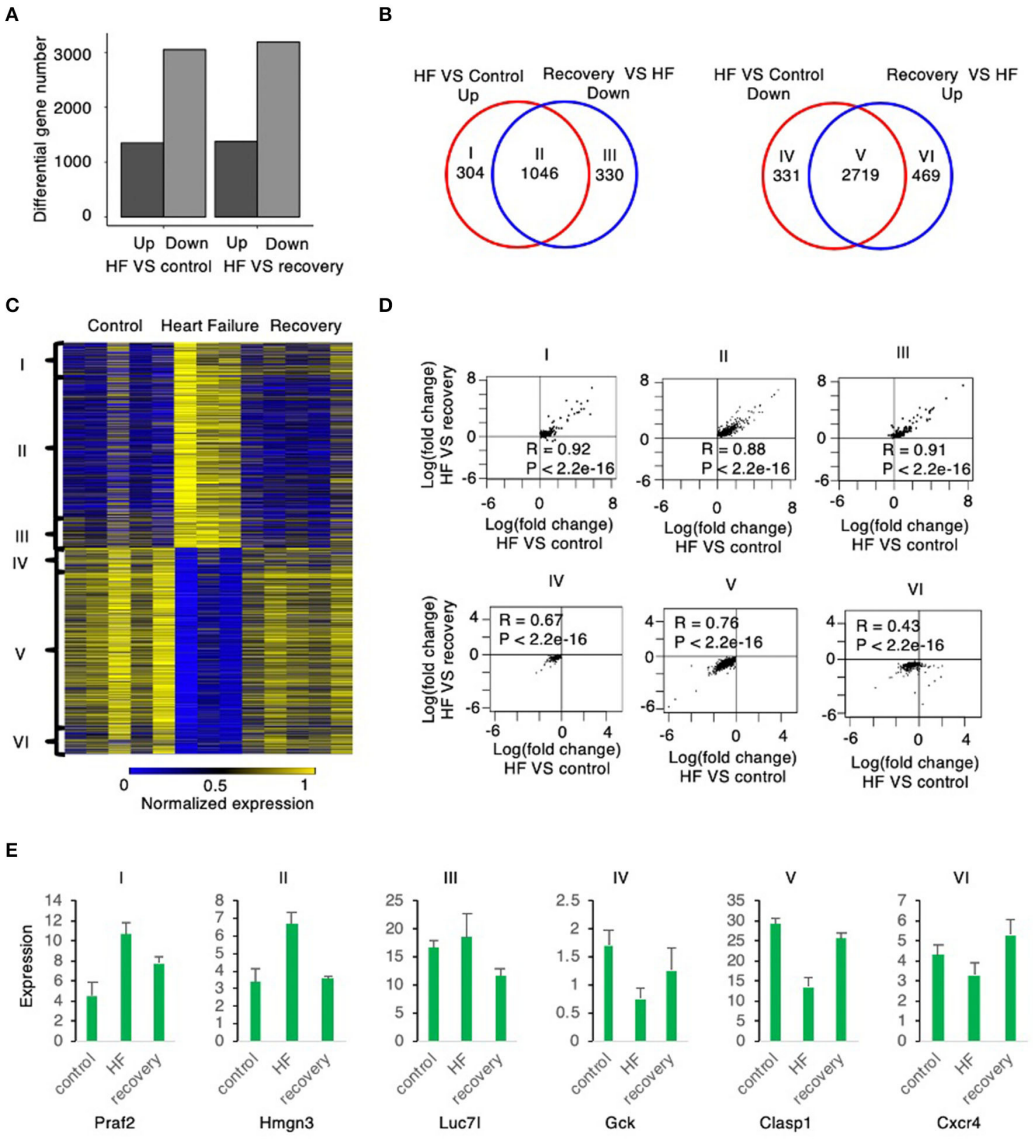
Global gene expression changes from mouse myocardium samples from control to heart failure and recovery. **(A)** The number of up and down regulated genes in heart failure relative to control are similar to the number of up and down regulated genes in heart failure relative to recovery suggesting that recovery is similar to control state. **(B)** The up regulated genes in heart failure relative to control correlate highly with the down regulated genes in recovery relative to heart failure (group II). The down regulated genes in heart failure relative to control correlate highly with the up regulated genes in recovery relative to heart failure (group V). Group I and group IV reflects number of genes that are up and down regulated, respectively, in HF compared to control (without a correlation to those reverting back to control state in recovery); Similarly, Group III and group VI are No. of genes that are down and up regulated, respectively, in recovery compared to HF (without a correlation between control and HF). **(C)** The heatmap shows the expression level of the six groups defined above. **(D)** The scatter plot of each group shows the expression change in heart failure relative to control is strongly correlated with the expression change in heart failure relative to recovery. **(E)** The boxplots show the expression level of example genes in each of the 6 groups described above.

The Venn diagrams in Figure 2B define six groups of genes based upon the pattern of their expression during the induction of, and the recovery from, heart failure. 

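The calls of both comparisons were set against each other in the same way: a gene higher in HF than in control falls in Group II if it is also called lower in recovery than in HF and in Group I if it is not, and Groups V and IV are the corresponding groups of genes lower in HF. Groups III and VI hold genes called in the second comparison alone. Both comparisons use the same 3 HF week 5 libraries, so their calls overlap without any effect. In 100 simulations of unchanged groups of these sizes, a median of 29.5% of the genes called higher in HF fell in Group II (21.6% to 35.7%) and 29.8% of those called lower fell in Group V (22.5% to 35.3%).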

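With these calls, Group I held 485 genes and Group II 1,908 genes. In Group I the median log2 fold change was 0.51 from control to HF, -0.28 from HF to recovery and 0.21 between recovery and control. The same medians in Group II were 0.63, -0.65 and -0.01. Group II held 1,245 genes without HF week 5 library 1 and 1,122 genes when both comparisons were called on adjusted p-values. Group I held 881 genes when each comparison was fitted with its own libraries only.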

Group I (304 genes) were significantly upregulated during heart failure induction but show no significant down regulation during recovery, whereas Group II (1,046 genes) were significantly up regulated during heart failure induction and reverted to significant down regulation during recovery. 

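Group III held 552 genes. Their median log2 fold change was 0.32 from control to HF, in the direction of Group II, and -0.49 from HF to recovery.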

Group III (330 genes) did not show significant up regulation during heart failure induction but was significantly down regulated during recovery. 

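Group IV held 327 genes, with a median log2 fold change of -0.40 from control to HF and 0.26 from HF to recovery. It held 611 genes when each comparison was fitted with its own libraries only.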

Group IV (331 genes) was significantly downregulated during induction of heart failure but not significantly up regulated during recovery. Group V (2,719 genes) was downregulated during heart failure induction and reverted to significant up regulation during recovery; whereas Group VI (469 genes) did not show significant down regulation during heart failure but was significantly upregulated during recovery.

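Group V held 1,933 genes and Group VI 302 genes. The median log2 fold change of Group V was -0.63 from control to HF and 0.62 from HF to recovery. In Group VI these medians were -0.28 and 0.46. Over all alternatives Group V ranged from 1,354 to 2,338 genes and Group VI from 212 to 440.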

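Recovery week 19 was also compared with Control week 19 gene by gene. Genes enter Groups II and V by calls of HF week 5 against both of these groups, and this choice draws their difference between recovery and control toward 0, so that it does not test a return to control. The median log2 fold change was -0.01 in both Group II and Group V. Over all 12,759 genes tested, whatever their group, 367 were called between recovery and control at an unadjusted p under 0.05. The threshold alone would give 638, but other splits of these libraries gave a median of 263 in the same fit. With only the groups compared in the fit, 454 were higher and 193 lower. A count below 638 is thus no evidence of a full return to control.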

Most genes that were differentially regulated in heart failure were reverted to basal levels during recovery. 

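Of the genes higher in HF week 5 than in Control week 19, 79.7% were called lower in recovery. A call in both comparisons needs the same threshold to be passed on each occasion, so the share was also simulated for recovery exactly at the control level: in 100 simulations it was 78.8% (median; range 77.0% to 80.6%). Leaving out each library in turn gave 75.4% to 82.7%, and fitting each comparison with its own libraries only gave 68.5%. The simulations used the spread of the fit over all 8 groups, and none was run for this last fit.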

Of the genes with upregulated expression during the induction of heart failure 1,046, 77.5% (Group II) were normalized to control levels after recovery phase (week 19). Of the genes with downregulated expression during the induction of heart failure, 2,719 (89.1%; Group V) were normalized to control levels during the recovery phase. 

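For the genes lower in HF, the share called higher in recovery was 85.5%. Simulated recovery at the control level gave 82.8% (80.6% to 85.0%). With each library left out in turn the share was 81.1% to 88.5%, and it was 75.6% with only the libraries of each comparison in its fit. The simulations do not cover this last fit.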

The changes of the genes from control to heart failure when compared to changes from heart failure to recovery were highly correlated (Figure 2D). 

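Across all genes tested, the log2 fold change of HF against control and that of HF against recovery had a Pearson r of 0.900. Genes are not independent replicates, and both fold changes hold the same HF libraries: unchanged groups simulated in this way gave a median r of 0.628 (0.593 to 0.663), and recovery at the control level gave 0.940 (0.934 to 0.944). Without the genes listed at 0 in a whole group, an alternative chosen after seeing the data, r was 0.941. Leaving out each library in turn gave 0.873 to 0.919. Within the groups r was 0.967 in Group II, 0.959 in Group V, 0.856 in Group III, 0.768 in Group IV and 0.677 in Group VI. In Group I it was -0.082, and 0.656 without the genes listed at 0.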

Examples of genes corresponding to each of these groups is shown in Figure 2E.

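Example genes of Fig. 2E were examined one by one. Praf2 had 6.28 ± 1.27 FPKM (SD, n = 5) in control, 10.4 ± 2.62 (n = 3) in HF and 7.25 ± 1.148 (n = 5) in recovery; its rise in HF was called at the unadjusted p of limma but had an adjusted p of 0.0648, and its fall in recovery was not called. The alternatives gave an adjusted p of 0.0057 to 0.315 for the rise and 0.0373 to 0.577 for the fall. The fall was called on the adjusted p only without the HF week 3 libraries, a fit chosen after seeing the data. Hmgn3 rose from 5.70 ± 1.53 to 13.1 ± 3.97 and returned to 4.78 ± 0.611, with log2 fold changes of 1.13 (SE 0.204, adjusted p = 0.000839) and -1.33 (SE 0.204, adjusted p = 0.000225). Luc7l had 15.9 ± 2.15, 21.1 ± 5.86 and 12.1 ± 3.95 FPKM, and of its 3 comparisons only recovery against HF passed on the adjusted p (log2 fold change -0.81, adjusted p = 0.0151); recovery was also called lower than control at the unadjusted p (log2 fold change -0.44, adjusted p = 1). Over the alternatives that adjusted p ran from 0.0057 to 0.0901, the highest without HF week 5 library 2. Clasp1 fell from 24.5 ± 4.52 to 14.7 ± 2.90 in HF (log2 fold change -0.72, adjusted p = 0.0399) and was 22.2 ± 4.05 in recovery (adjusted p = 0.0926 against HF). The adjusted p of its fall in HF ran from 0.00331 to 0.22 over the alternatives, the highest without HF week 5 library 1, and was 0.0647 without library 3. That of its rise in recovery ran from 0.012 to 0.364, and this rise was called only in the same fit without the HF week 3 libraries. Cxcr4 had 5.19 ± 0.823, 5.80 ± 1.39 and 5.74 ± 1.75 FPKM. It was not called in any of the comparisons, and its differences were within the spread of the libraries.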

#### Assessment of Functional Genetic Changes

Gene Ontology (GO) enrichment analysis of those genes with up regulated expression in heart failure (week 5) compared to control enriched into 95 GO pathways. Those genes with down regulated expression enriched into 46 GO pathways. Similarly, gene expression at week 19 when compared to week 5 showed that the genes with up regulated expression enriched into 185 GO pathways and those with down-regulated expression enriched into 384 GO pathways. 

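Supplementary Table 1 lists these 95 pathways with their genes, and 68 of the gene lists are shortened in the copy used here, so no enrichment was tested. The best-ranked pathway with a complete list was leukocyte migration with 41 genes. All 41 had a higher mean log2(FPKM + 0.5) in HF week 5 than in Control week 19, 33 of them at an unadjusted p under 0.05 and 28 after adjustment over all genes, with a median log2 fold change of 0.81 (0.22 to 2.13). These genes were chosen by the study on the same libraries, so their direction is not independent evidence.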

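For the genes lower in HF, the best-ranked of the 46 pathways with a complete gene list was protein complex biogenesis. Of its 45 genes tested, 37 were lower in HF week 5 than in control, 19 of them at an unadjusted p under 0.05 and 18 after adjustment. The median log2 fold change was -0.21, and single genes ranged from -1.46 to 0.43.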

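Among the genes higher at week 19, cofactor biosynthetic process was the best-ranked pathway with a complete gene list: 34 of its 36 genes were higher in Recovery week 19 than in HF week 5, 27 of them at an unadjusted p under 0.05 and 26 after adjustment (median log2 fold change 0.55). Energy derivation by oxidation of organic compounds gave the same number of higher genes, 34 of 36, with 30 called, 28 after adjustment, and a median of 0.64. Of the pathways lower at week 19, extracellular matrix organization had 24 of its 26 genes tested lower than in HF, 14 of them called and 12 after adjustment, with a median of -0.58. Without HF week 5 library 1, 5 of these genes were called.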

The top 20 (numerically most significant) of these GO pathways are presented in Figure 3 as a potential representation of these pathways and the entire list is presented in the Supplementary Tables 1–4.

**Figure 3:**
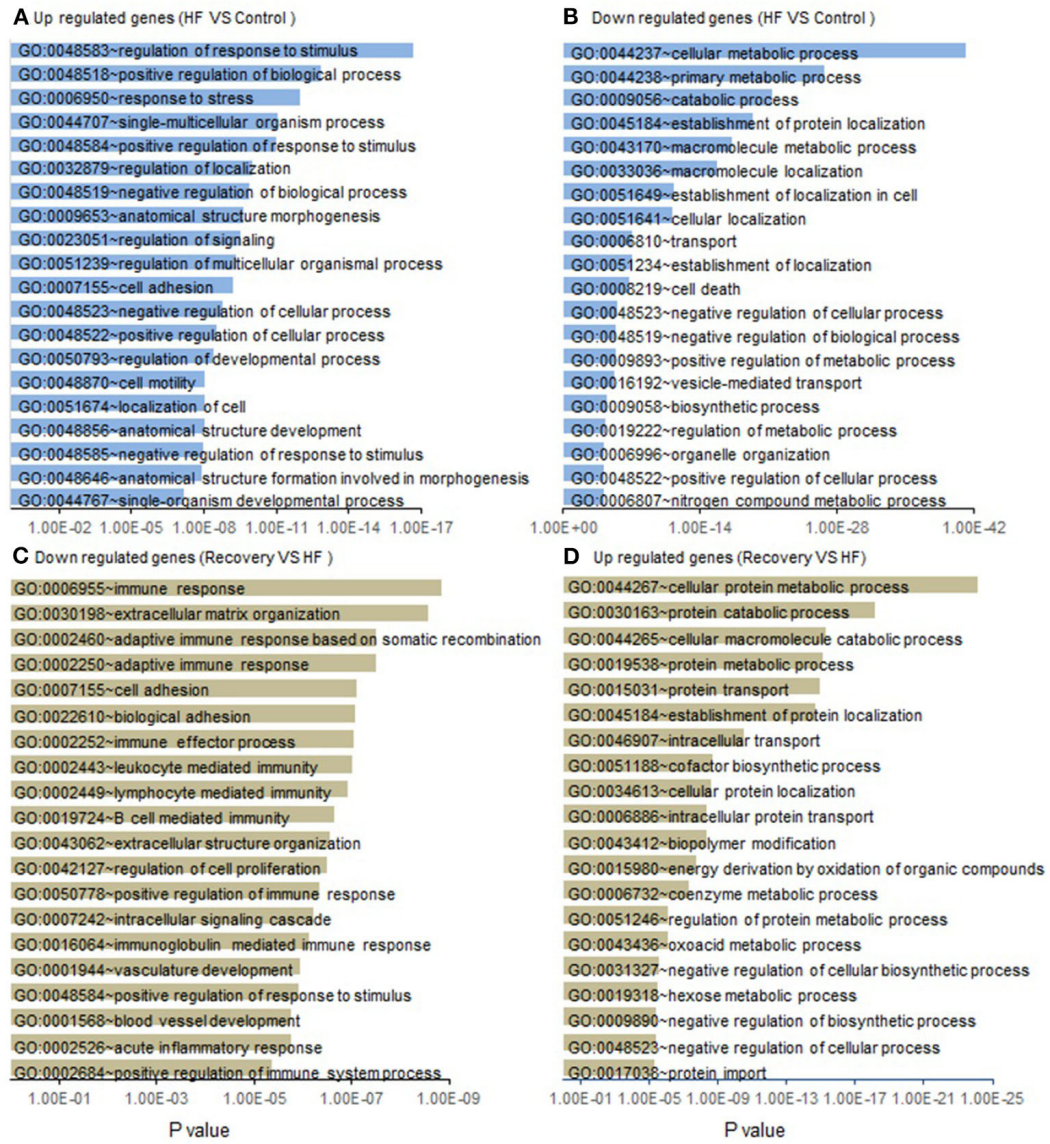
List of functional GO pathways of gene changes from control to heart failure and recovery. Assessment of gene expression changes in Heart failure (Week 5) compared to controls show **(A)** 1,350 Up regulated genes enrich into a total of 95 GO pathways of which the top 20 most significant are shown; **(B)** 3,050 down regulated genes enrich into a total of 46 GO pathways and top 20 most significant are shown. Functional GO pathway assessment of gene expression changes in Recovery (Week 19) compared to Heart failure (Week 5). **(C)** 3,188 down regulated genes enrich into a total of 185 GO pathways of which the top 20 most significant are shown. **(D)** 1,376 up regulated genes enrich into a total of 146 GO pathways and top 20 most significant are shown. *p*-value is statistical significance.

To understand the mechanisms underlying the reversion to normalcy from the heart failure state, we focused on those genes that were differentially regulated in HF but reverted to basal levels during recovery (Groups II and V) (Figure 4A). 

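The genes of Groups II and V were followed through all weeks as the median over each group of log2(FPKM + 0.5) against the Control week 19 mean, in each library. Weeks 3, 7, 9, 11 and 13 did not define the groups, apart from entering the spread that all 8 groups share in the fit. In HF week 5 the median was 0.63 ± 0.18 (SD, n = 3) for Group II and -0.63 ± 0.20 for Group V, and HF library 1 lay farthest from control in both (0.83 and -0.85). The 2 HF week 3 libraries had 0.72 and 0.75 for Group II and -0.90 and -0.83 for Group V. They correlated with each other with r = 0.885. A list of atrial genes was at 9.56 and 9.60 in them and a list of adipocyte genes at 4.76 and 4.09. HF week 5 library 1 had 11.04 and 4.94 for these lists, and HF week 5 library 3 had 0.82 and 0.51. Other tissue in the samples may thus contribute to the values of week 3. At Recovery week 7 the means were 0.03 and 0.01, which is 4.5% of the change at week 5 for Group II. The means were 0.11 and -0.09 at week 9, 0.13 and -0.13 at week 11, and 0.14 and -0.11 at week 13. At Recovery week 19 they were -0.003 ± 0.058 (SD, n = 5) and -0.004 ± 0.050. Because HF week 5, Recovery week 19 and Control week 19 defined the groups, the choice of genes sets the values of these 3 apart or together, and they were not tested against one another here. In a two-sided exact permutation test Recovery week 11 and control gave p = 0.107 and 0.179, where the controls had a part in choosing the genes. Without Control week 19 library 5 the means at weeks 7, 9, 11 and 13 lay farther from control, at 0.069, 0.153, 0.186 and 0.196 for Group II and -0.049, -0.153, -0.195 and -0.185 for Group V.

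**Figure D1:**
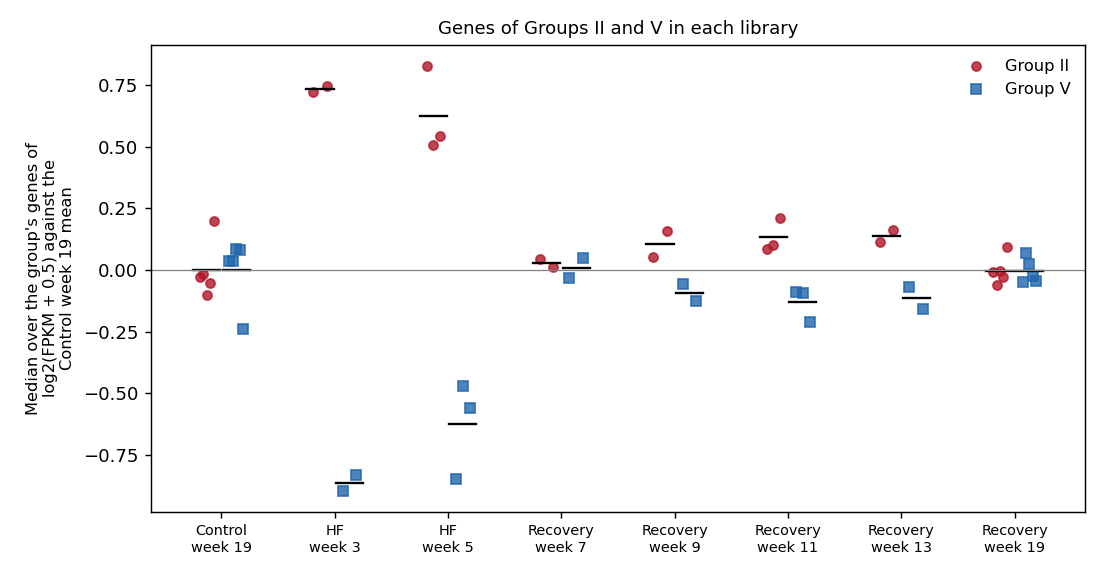
Median over the genes of Group II (circles) and Group V (squares) of log2(FPKM + 0.5) against the Control week 19 mean (vertical axis, log2) in each library of control, HF and recovery (horizontal axis). Each point is a library and each bar the mean of its week; the HF libraries lie between 0.51 and 0.83 in Group II and between -0.90 and -0.47 in Group V, and the recovery libraries between -0.21 and 0.21.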

Functional GO pathway analysis showed that the genes in Group II cohorted into 298 GO pathways; whereas the genes in Group V cohorted into 333 GO pathways. Of these pathways, 30 pathways in the upregulated genes and 20 in the down regulated genes seemed to be related to processes that contribute to epithelial or endothelial and mesenchymal transitioning (Figures 4B,C). The remaining GO pathways represented metabolic changes, DNA repair, RNA metabolism, mitochondrial and myocyte interactions.

**Figure 4:**
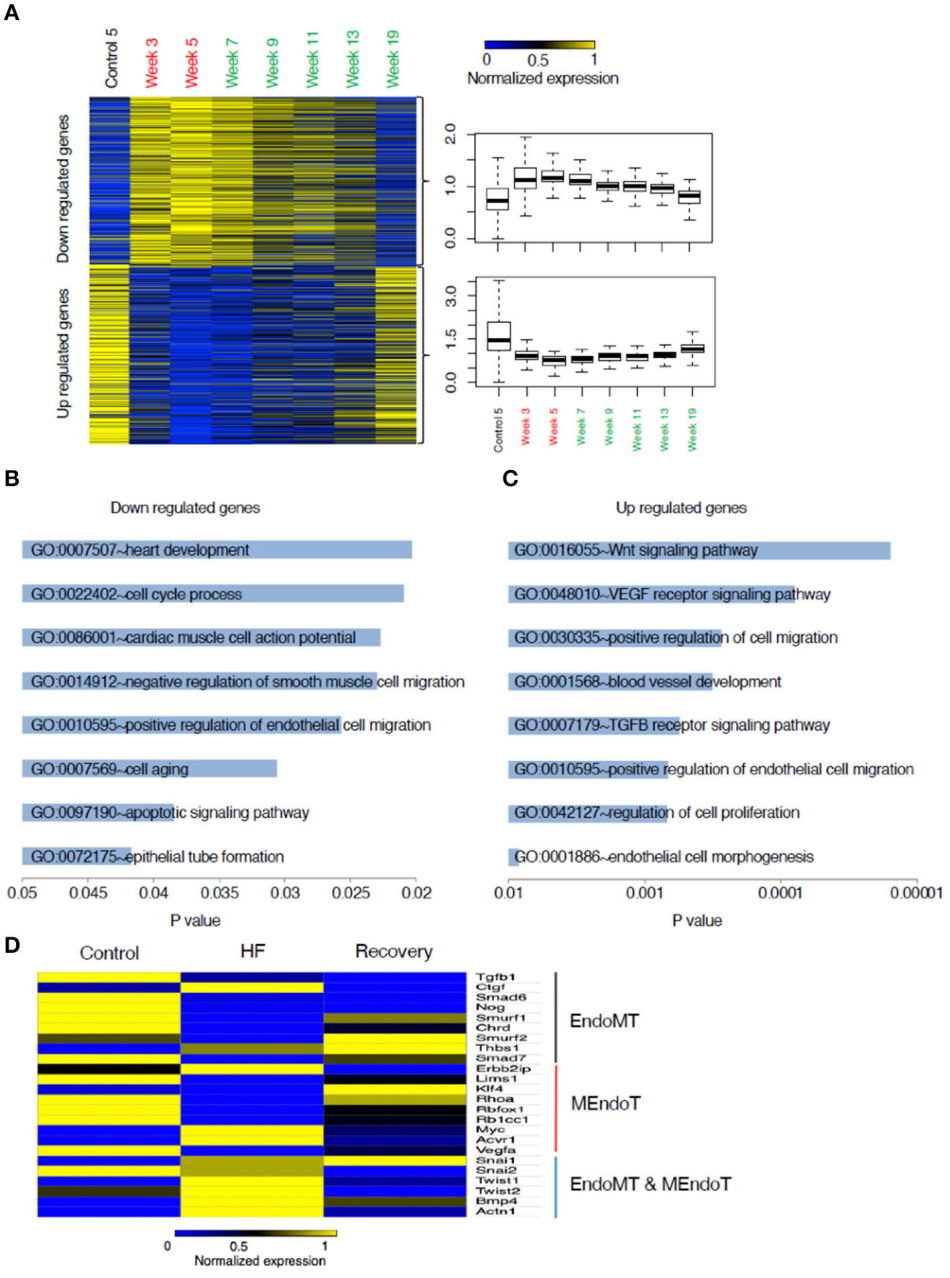
Analysis of genes that changed from control to heart failure and reverted to control state in recovery. **(A)** Heat map of these genes categorized into those up regulated in heart failure compared to control followed by reverting to a lower expression in recovery and those down regulated in heart failure compared to control followed by reverting back up in the recovered state. **(B)** List of the most relevant biologically meaningful GO pathways that suggested epithelial/endothelial and mesenchymal transitions into which the genes that were up regulated in heart failure cohort into and those **(C)** representing genes that were down regulated during heart failure. **(D)** Relative changes in gene expression of a list of 24 genes that were identified from literature search as those that play a role in endothelial and mesenchymal cell transitions. The heat map represents changes in gene expression from control to week 5 (representing heart failure) and week 19 (representing recovery). Yellow represents a relative increased expression and blue a decreased expression.

As the processes in endothelial and mesenchymal transitions are relatively unexplored in the context of heart failure recovery, we decided to focus on genes regulating these processes. While EMT and EndoMT are two distinct phenomena, many of the processes related to the cell fate transitions at the cellular level have been suggested to be similar (Kovacic et al., 2019) and hence we included certain genes that have been best studied in EMT but might not be well validated specifically in EndoMT. 

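Before these genes are taken one by one, their number can be set against the test. Of the 24 genes, 23 passed the filter on low values; Nog, with a mean of 0.302 FPKM, did not. Between HF week 5 and Control week 19, 11 were higher and 12 lower, 8 of them called at an unadjusted p under 0.05. After adjustment over all genes tested 4 remained, Ctgf, Twist1 and Actn1 higher and Lims1 lower, and the same 4 were called when adjusted over the list alone. Without HF week 5 library 1, 2 were called over all genes and 3 when adjusted over the list alone; without library 2 these counts were 6 and 8.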

Our literature search generated a set of 24 genes commonly identified as having a role in EMT/EndoMT and MEndoT. The relative expression of these genes comparing control, week 5 and week 19 is shown in the heat map presented in Figure 4D. 

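In Recovery week 19 compared to HF week 5, 12 of the 23 genes were higher and 11 lower, and only Ctgf and Actn1 were called, at the unadjusted p, after adjustment over all genes and when adjusted over the list alone. Between recovery and control Twist1 was called at the unadjusted p and 0 genes after adjustment, over all genes or adjusted over the list alone. Lims1 had 19.6 ± 1.45 FPKM (SD, n = 5) in control, 15.7 ± 3.03 (n = 3) in HF and 18.4 ± 1.81 (n = 5) in recovery, and its fall in HF (log2 fold change -0.33, SE 0.112, adjusted p = 0.0393 from limma) had an adjusted p of 0.0192 to 0.341 over the alternatives, the highest without HF week 5 library 1. Vegfa fell from 104 ± 23.0 to 61.4 ± 27.2 FPKM in HF, with an adjusted p of 0.123 and a log2 fold change that went to -0.44 without HF week 5 library 1. Myc rose from 1.68 ± 0.686 to 3.70 ± 3.02, with an adjusted p of 0.0872 and a spread in HF larger than the rise; its log2 fold change was 0.77, and 0.22 without HF week 5 library 1. It was called without HF week 5 library 2 (1.05, adjusted p = 0.0382) or 3 (1.04, 0.0462) and without Control week 19 library 2 (0.94, 0.0483), where its adjusted p was 0.0382 to 0.658 over all alternatives. Tgfb1 had 12.7 ± 1.31, 14.4 ± 0.804 and 14.2 ± 1.08 FPKM and was not called.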

The expression of most of the pro-fibrotic and EndoMT mediating genes like CTGF, SNAI1, SNAI2, Twist 1 and 2, BMP4, and Actn1 are upregulated during heart failure and most of these are down-regulated at Week 19 (recovery). 

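Ctgf, which encodes connective tissue growth factor, had 22.5 ± 4.25 FPKM (SD, n = 5) in control, 104 ± 33.3 (n = 3) in HF week 5 and 21.9 ± 6.495 (n = 5) in recovery. Its log2 fold changes were 2.16 (SE 0.213, adjusted p = 5.33e-06 from limma) from control to HF and -2.23 (SE 0.213, adjusted p = 7.44e-06) from HF to recovery. Actn1 had 7.26 ± 0.677, 15.1 ± 6.5 and 7.49 ± 1.24 FPKM, with log2 fold changes of 0.93 (SE 0.198, adjusted p = 0.00265) and -0.90 (SE 0.198, adjusted p = 0.00334). Without HF week 5 library 1 its rise was 0.61. Twist1 rose from 2.19 ± 0.432 to 4.01 ± 0.572 FPKM, a log2 fold change of 0.75 (SE 0.190, adjusted p = 0.0078; 0.00447 to 0.0517 over the alternatives, the highest without HF week 5 library 1), and its fall to 3.03 ± 0.435 in recovery was not called (adjusted p = 0.186). Twist2 (log2 fold change 0.49, adjusted p = 0.0665) and Bmp4 (0.48, adjusted p = 0.077) rose in HF at the unadjusted p only. Bmp4 had an adjusted p of 0.0339 without Control week 19 library 5 (0.0216 to 0.252 over the alternatives), and neither gene was called lower in recovery. For Snai2 the FPKM was 1.68 ± 0.819 in control, 1.95 ± 0.523 in HF and 1.26 ± 0.379 in recovery, with adjusted p-values of 0.544 and 0.143; Control week 19 library 5 had 3.13 FPKM and the other controls at most 1.497. Without that library the log2 fold change of Snai2 in HF was 0.41, compared to 0.21 with it, and without HF week 5 library 3 it was 0.05.

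**Figure D2:**
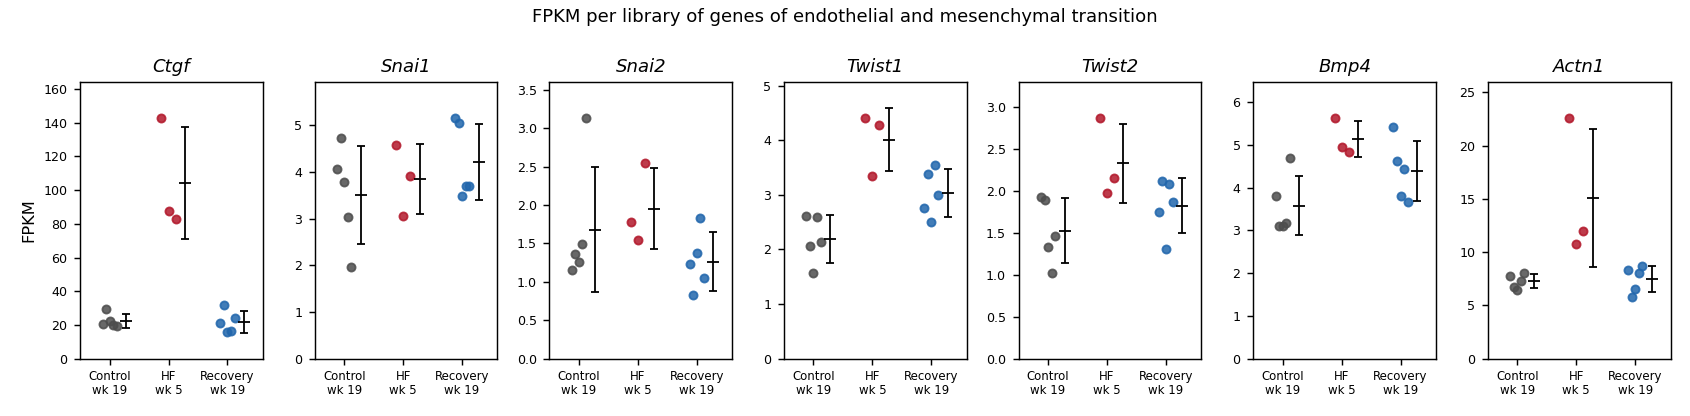
FPKM (vertical axis, from 0, with its own scale for each gene) of Ctgf, Snai1, Snai2, Twist1, Twist2, Bmp4 and Actn1 in each library of Control week 19 (n = 5), HF week 5 (n = 3) and Recovery week 19 (n = 5). Points are libraries and bars give the mean and SD; the groups of Ctgf in control and HF are apart, and those of Snai1 overlap.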

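Snai1 had 3.51 ± 1.06 FPKM (SD, n = 5) in Control week 19, 3.86 ± 0.757 (n = 3) in HF week 5 and 4.22 ± 0.816 (n = 5) in Recovery week 19. The log2 fold changes were 0.15 (SE 0.433, adjusted p = 0.83 from limma) in HF against control, 0.11 (adjusted p = 0.874) in recovery against HF and 0.26 (SE 0.375, adjusted p = 1) in recovery against control. These differences were within the spread of the libraries, which ran from 1.96 to 4.72 FPKM in control and from 3.48 to 5.15 in recovery. Without Control week 19 library 5 the log2 fold change in HF was -0.015, and without HF week 5 library 2 that of recovery against HF was -0.022. HF week 3 library 1 lists Snai1 at 0, which widens the SE. In all 23 alternatives the value in recovery stayed above control, by 0.099 to 0.37 on the log2 scale, and was not called.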

SNAI1 was persistently upregulated even in recovery supporting a recent suggestion (Barrallo-Gimeno and Nieto, 2005) that SNAI1 (also called SNAIL) plays a role in cell motility and migration and hence possibly have a broader role in cell fate transitions without a specific directionality. This process could hence contribute toward not just the progression from normal to a heart failure state but also from failure to recovery. Smurf2, Thbs1, Klf4 seem to be uniquely up regulated at Week 19 suggesting their contribution toward recovery.

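Smurf2 had 5.23 ± 0.706 FPKM (SD, n = 5) in control, 4.78 ± 0.335 (n = 3) in HF and 5.82 ± 0.671 (n = 5) in Recovery week 19. Its log2 fold change in recovery was 0.26 against HF (SE 0.129, adjusted p = 0.157 from limma) and 0.14 against control (adjusted p = 1). Klf4 had 22.7 ± 5.89, 16.9 ± 3.45 and 27.9 ± 13.9 FPKM, with 0.57 against HF (SE 0.328, adjusted p = 0.214) and 0.18 against control, which was -0.02 without Recovery week 19 library 2. Thbs1 had 5.26 ± 4.46 FPKM in control, 3.80 ± 1.41 in HF and 4.11 ± 5.27 in recovery, where library 2 had 13.5 and the other 4 had 1.22 to 2.53. On the log2 scale Thbs1 was lower in recovery, by -0.37 against HF and -0.48 against control (SE 0.520), and by -1.01 against control without Recovery week 19 library 2. The difference was smaller without HF week 5 library 1 (-0.12 against HF) and without Control week 19 library 2 (-0.14 against control). None of the 3 genes was called at the unadjusted p against HF or against control.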

### Correlation With Human Myocardial Samples

To assess the translational validity of genetic changes found in the mouse hearts as described above, the directionality of the gene expression changes from heart failure (week 5) to recovery (Week 19) were compared to the gene expression changes from human myocardial samples of pre-LVAD myocardium (representative of heart failure) and post-LVAD myocardium (representative of recovery) obtained as paired samples from 14 patients who were receiving a LVAD and subsequently underwent a heart transplantation. Mean age was 53 years, 77% were male, 54% African American, 46% had ischemic cardiomyopathy, 30% diabetes and 69% hypertension. The average time of being supported with the LVAD was 295 days (100–1,426 d). The pre- and post LVAD echocardiographic characteristics of these patients suggested that the left ventricle had partially recovered function and structure, as the ejection fraction improved from 17 to 24.3% (*p* = 0.03) and the left atrial volume index decreased from 50.6 to 24.1 ml/m^2^ (*p* < 0.001). The genes that were down regulated in the recovery phase of the mouse model compared to the heart failure state were highly expressed in the pre-LVAD human samples in relation to the post-LVAD samples (Figure 5A). Those genes that were up regulated in the recovery phase of the mouse model were highly expressed in post-LVAD human samples (Figure 5B). We then assessed the EMT/EndoMT and MEndoT specific genes that were analyzed in the mouse samples for relative change in expression in the human myocardial gene expression data (Figure 5C) showing that many of the gene changes that were observed in the mouse samples (Figure 4D) also occurred in a similar direction in human samples. Specifically of note was gene expression of SNAI1 in pre and post LVAD myocardial samples which seems to parallel the changes found in the mouse model with an increase of myocardial SNAI1 during recovery (Figure 6A). Consistent with the SNAI1 gene expression, we also detected an increase in protein expression of SNAI1 by western blot in the remodeled human heart (Figure 6B).

**Figure 5:**
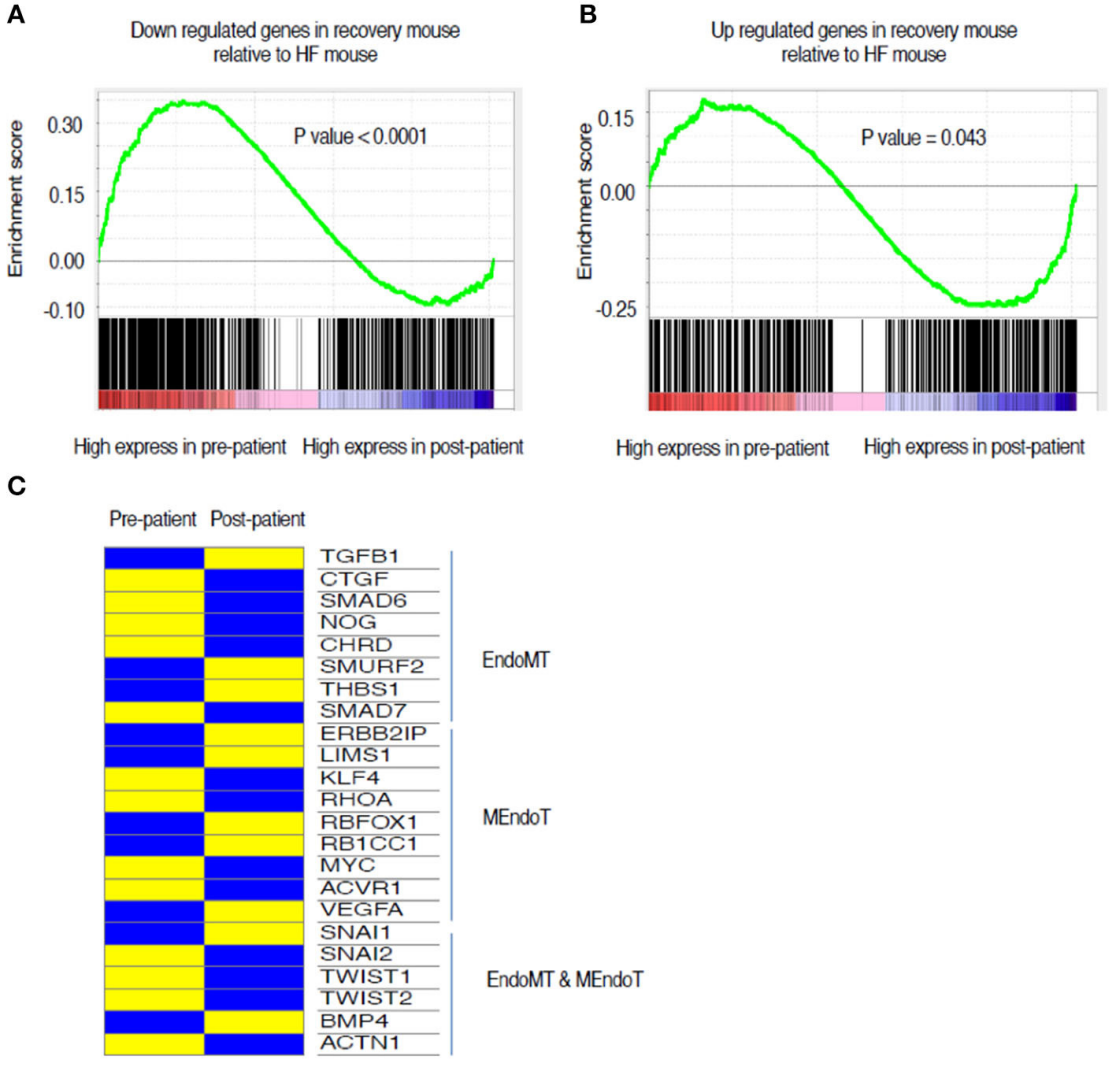
Comparison of directionality of gene expression changes between HF and recovery stages of mouse myocardium in relation to changes in gene expression from pre- and post LVAD human myocardial samples. The green line is representing mouse gene expression while the lower column of black lines are representing gene expression data from pre and post LVAD paired human myocardial samples. **(A)** The genes that are up regulated in HF mouse compared to recovery are also skewed toward higher expression in the pre-LVAD human myocardial samples (representing chronic heart failure). **(B)** The genes that are Up regulated in recovery in the mouse compared to HF, are expressed more in the post LVAD human samples in comparison to the pre-LVAD samples. **(C)** Relative changes in gene expression of the list of 24 genes that were identified from literature search and assessed in the mouse samples (Figure 4D). The heat map represents changes in gene expression compared between the pre-LVAD myocardium (representing heart failure) to post LVAD myocardium of the same individual (representing recovery). Yellow represents a relative increased expression and blue a decreased expression HF, Heart failure; LVAD, Left Ventricular Assist Device.

**Figure 6:**
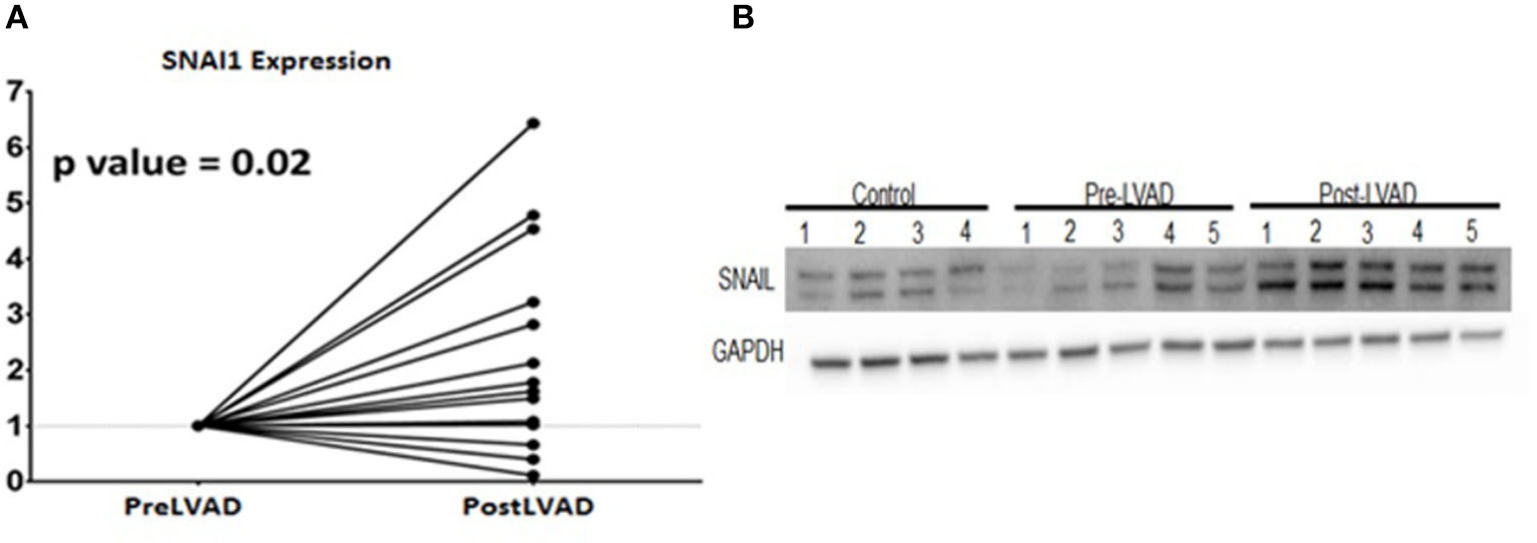
Expression changes of SNAI 1 in pre- LVAD and post LVAD human myocardial samples showing **(A)** RT-PCR of SNAI1 shows the fold increase of gene expression in the post LVAD samples compared to pre-LVAD samples; **(B)** Western Blot showing similar protein expression that increases from pre-LVAD to post-LVAD samples.

With evidence of a role for cell fate transitions between endothelial and mesenchymal cells in heart failure and recovery we explored further the occurrence of such cell transitions in human heart failure. We studied 25 end stage heart failure myocardial samples for the presence of cells that showed expression of both endothelial (VE-Cadherin) and mesenchymal (FSP-1) markers. Mean age of the cohort was 55 years, 76% were males and 44% Caucasian and 48% had ischemic cardiomyopathy. Dual staining cells were evident in 72% of the samples (Figure 7A). To assess for cell transitions in the context of cardiac recovery in humans, we assessed the paired samples described above. As an indirect marker of cell transitions, the assessment of number of endothelial and fibroblast cells in these samples showed that the number of endothelial cells increased, and the number of fibroblasts decreased, from heart failure to recovery in parallel to a reduction of fibrosis (Figures 7B–F).

**Figure 7:**
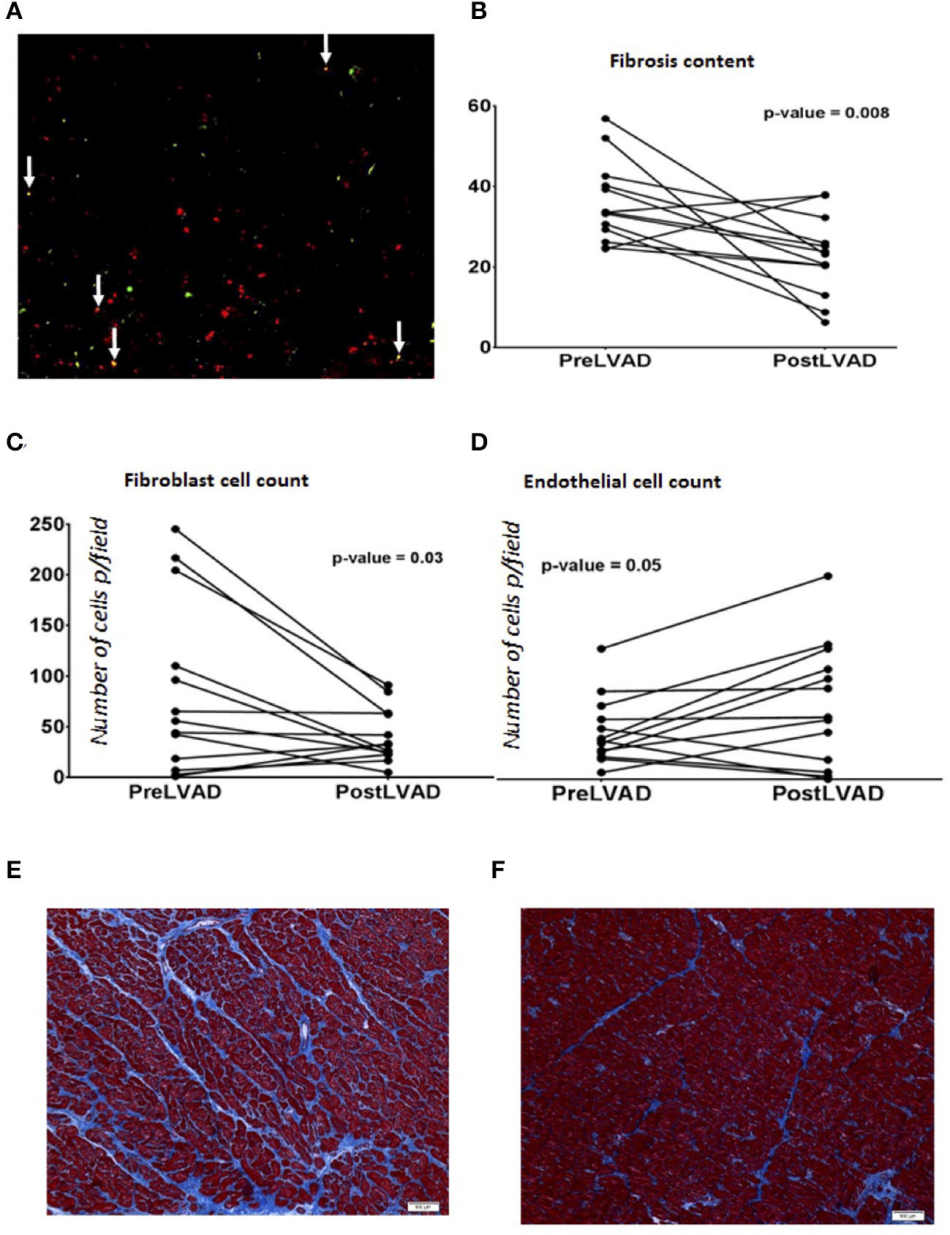
**(A)** Immunofluorescence staining of endothelial and mesenchymal cells in human end stage heart failure myocardial sample under Low power magnification (100X) showing many yellow cells (white arrows) reflecting cells in transition expressing both endothelial marker VE-Cadherin (green) and mesenchymal marker, FSP-1 (Red color). **(B–D)** are graphs showing comparison of parameters analyzed in paired human myocardial samples from patients pre-LVAD placement (representing chronic heart failure) and post LVAD at the time of cardiac transplant (representing recovered myocardium). Each dot represents a patient. **(B)** Percentage of fibrosis is reduced in post LVAD samples in comparison to pre-LVAD myocardium; During the same time frame, **(C)** Number of endothelial cells have increased per low power field (100X, average of 5 fields) and **(D)** number of fibroblasts per low power field (100X, average of 5 fields) decreased. **(E)** Representative picture of the myocardial sample (100X) obtained at the time of LVAD implant showing interstitial fibrosis (blue) stained with trichrome. **(F)** Representative picture of the myocardial sample (100X) from the same patient shown in **(E)** obtained at the time of transplant representing recovery showing reduced fibrosis (blue trichrome staining).

## Discussion

We present here evidence for a new conceptual framework for the mechanisms of recovery from heart failure. In a mouse model of heart failure recovery, and in human myocardial specimens from pre- and post-LVAD hearts, we find evidence for the role of cell fate transitions between endothelial and mesenchymal cells during the progression from normal to disease state of heart failure followed by a recovery of the disease state. This was associated with a reduction in fibrosis during morphological recovery from heart failure. To be sure, this new conceptual framework needs to be buttressed by additional work, but its recognition opens the door to a new vista of exploration and potentially, a novel therapeutic avenue.

The mechanisms of recovery from heart failure can be further elucidated in the mouse model we generated using pharmacologically-induced heart failure, where removal of the inducing agents is associated with echocardiographic recovery of cardiac function. This functional recovery is associated with evidence of histological improvement, with normalization of heart weight and myocyte size, together with a reduction in myocardial fibrosis. Furthermore, an analysis of global gene expression was consistent with reversal of heart failure, revealing a transcriptional profile in the recovered myocardium very similar to that of control mice and distinctly different from the heart failure transcriptional signature (Figure 2C).

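Across all genes tested, the mean log2(FPKM + 0.5) of Recovery week 19 correlated with that of Control week 19 with r = 0.992, compared to 0.961 with HF week 5; for HF week 5 and control r was 0.959. These are correlations across genes, which are not independent replicates. The SD of the log2 difference over genes was 0.279 between recovery and control, 0.610 between recovery and HF and 0.631 between HF and control. Correlations between single libraries were 0.962 to 0.990 within Recovery week 19, 0.972 to 0.991 within Control week 19 and 0.952 to 0.984 within HF week 5. Between recovery and control, 257 genes were called higher and 110 lower at an unadjusted p under 0.05, and 3 after adjustment. The threshold would give 638 by chance, whereas other splits of these libraries gave a median of 263 in the same fit. With only the groups compared in the fit 454 were higher and 193 lower, and without the HF week 3 libraries, a fit chosen after seeing the data, 405 and 218, close to the number expected by chance. Without Recovery week 19 library 2, 159 genes were higher and 63 lower, and without library 1, 231 were lower. From the closeness of the recovered profile to that of control and its distance from that of HF in Fig. 2C, the paper proposes a reversal of heart failure in global gene expression.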

A gene ontology analysis of the transcriptional data from the mouse model, through the continuum of heart failure and recovery suggested a role for endothelial and mesenchymal cell transitions (Figure 4). Of the pathways that were downregulated during heart failure and upregulated during recovery there were many that are relevant to endothelial and mesenchymal cell transitions. These pathways included “vasculogenesis involved in coronary vascular morphogenesis”; “positive regulation of epithelial cell migration”; “negative regulation of smooth muscle cell migration”; “epithelial tube formation” and “morphogenesis of embryonic epithelium.” EndoMT has been shown in lineage tracing studies in mice as an active contributor to cardiac fibrosis (Zeisberg et al., 2007) and suggested as a contributor of cardiac pathology (Kovacic et al., 2019) but the reverse phenomenon of MEndoT has only been postulated as an anti-fibrotic mechanism in the heart (Li et al., 2010) and its role remains controversial due to contradictory experimental findings (Ubil et al., 2014). The pathway analysis of the transcriptional data from the mouse model, together with histological evidence of reduced fibrosis, were consistent with a role for MEndoT in recovery from heart failure.

Many of the GO pathways listed in Figure 4B suggest EndoMT transitions with mechanism like cell motility, heart development, cell-cell junction assembly, positive regulation of SMAD protein import into nucleus, as well as transcriptional effectors of EndoMT such as NF-Kappa transcription factor activity and transforming growth factor beta receptor signaling pathway. TGF-B is well-recognized to promote EMT and EndoMT while some of the BMPs like BMP-7 and 4 are negative regulators of this process. The cellular mechanisms of both these signaling molecules are mediated by translocation of various SMADs into the nucleus (Valcourt et al., 2005). The top pathway that was upregulated in heart failure followed by a downregulation in recovery (Figure 4B) was the Wnt (wingless/integrated) signaling pathway. This pathway governs paracrine and intracellular communications through a group of signal transduction mechanisms categorized into canonical, non-canonical polarity and non-canonical Wnt/calcium pathways. This signaling pathway has an established role in carcinogenesis and embryogenesis where cell transitions have been more comprehensively described (Yao et al., 2011; Kim et al., 2014). It is possible that the upregulation of Wnt may support EndoMT and cardiac fibrosis during heart failure. 

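Of the 14 genes tested that Supplementary Table 4 lists for the Wnt receptor signaling pathway, 13 were lower in Recovery week 19 than in HF week 5, 8 of them at an unadjusted p under 0.05 and 6 after adjustment over all genes. The median log2 fold change was -0.74 (-3.32 to 0.07). The lowest value is the same as that of Dkk3, a gene of the atrial list. In HF week 5 library 1 Dkk3 was at 30.9 times the mean of the other HF week 5 libraries, where atrial tissue in the sample is a candidate explanation. Without HF week 5 library 1, 5 of the genes were called. The genes are the study's choice from the same libraries, and the pathway has rank 237 in that table of 384 pathways; the list of Fig. 4B was not analysed here.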

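Vasculature development is one of the pathways that Supplementary Table 4 gives for the genes lower in Recovery week 19 than in HF week 5. Of its 40 genes tested, 34 were lower in recovery than in HF, 21 of them at an unadjusted p under 0.05 and 17 after adjustment, with a median log2 fold change of -0.45. A list of 12 endothelial genes fixed before the data were examined was higher in HF week 5 than in control by a median of 0.45 on the log2 scale, 9 of the 12 genes in that direction and 6 called after adjustment (limma cameraPR, adjusted p = 0.00258 over 13 lists; fry, 0.000167). Over the alternatives the adjusted p of cameraPR or fry was at most 0.0675, reached without HF week 5 library 3, where the median was 0.40. Cdh5 (-0.03), Kdr (-0.33) and Robo4 (-0.05) of this list were not higher. Other lists had medians of 0.67 (fibroblast), 0.65 (smooth muscle and pericyte), 0.41 (macrophage) and -0.62 (3 erythroid genes). The 7 cardiomyocyte genes not listed at 0 in a group had -0.41. A lower share of cardiomyocytes would raise lists of other cells alike and was not tested for this comparison. Vegfa had a log2 fold change of -0.84 from control to HF, the other way, but did not pass at the adjusted p (0.123 from limma). Without HF week 5 library 1 it was at -0.44.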

Notably, some angiogenic processes appear to be upregulated during heart failure in our model. This may be a compensatory response to the pharmacological agents that are increasing cardiac work and myocardial hypertrophy. In chronic human heart failure, these compensatory processes may fail, explaining the increase in fibrosis and reduction in vascularity observed in pre-LVAD specimens.

In the murine model, many of the genes that are well established as promoters of EMT and EndoMT (e.g., SNAI1, SNAI2, and Twist) had increased expression in the HF phase, supporting a role for EndoMT in the disease state. 

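In single libraries, Twist1 had 3.35 to 4.40 FPKM in HF week 5, above each of the 5 control libraries (1.56 to 2.61). The HF libraries of Snai1 (3.07 to 4.58 FPKM) lay within the range of the controls. Those of Snai2 (1.55 to 2.54 FPKM) lay above 4 of the 5 controls (1.158 to 1.497) and below Control week 19 library 5 (3.13).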

Interestingly SNAI1 remained elevated during recovery. While SNAI1 has been associated as the genetic switch for EMT (Nieto, 2002) recent studies have postulated its role beyond EMT and as a promoter of cell plasticity and mobility in general (Barrallo-Gimeno and Nieto, 2005; Rowe et al., 2009; Wu and Zhou, 2010) and possibly contributes to promoting cell plasticity of various cell types during the recovery phase.

The GO pathway assessment of the gene changes from control to heart failure and heart failure to recovery showed that there are more pathways involved in the process of recovery (185 GO pathways up regulated and 384 down regulated) than progression to heart failure (95 GO pathways up regulated and 46 GO pathways down regulated) suggesting that cardiac recovery from non-ischemic heart failure is a complex, active process and not a passive reversal of the pathological changes that occurred during the injury phase. Also, while the global gene expression pattern was very similar in the recovered myocardium when compared to age matched controls, there are genes that were uniquely dysregulated during recovery suggesting that despite morphological normalization there are cellular mechanisms that might not revert to normalcy (supporting the notion of heart failure remission vs. complete recovery).

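The 3 genes called between Recovery week 19 and Control week 19 after adjustment were Myl2, Actc1 and C130080G10Rik, all listed at 0 in each of the 5 control libraries, so that no fold change is given and 0 genes with a value in both groups passed. At the unadjusted p 367 genes were called, 70% of them higher in recovery. Of the 367, 94 belonged to Group I, 51 to Group II, 32 to Group III, 16 to Group IV, 14 to Group V and 39 to Group VI. Recovery and control did not overlap for 149 genes (1.2%, against 0.794% by chance). Twist1 was higher in recovery than in control by 0.40 on the log2 scale (SE 0.164, adjusted p = 1 from limma).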

Another murine model of heart failure recovery was recently published using a transverse aortic constriction (TAC) approach, and permitting recovery from heart failure by debanding the aortic compression (Weinheimer et al., 2018). Of note, there is minimal fibrosis in the TAC model compared to extensive interstitial fibrosis in the angiotensin-II based models. Because interstitial fibrosis is an important pathological process in human heart failure, our model may provide new insights that are clinically relevant to the generation and reversal of fibrotic changes in human heart failure.

When the global transcriptional profiles of the mouse and human hearts were compared, we discovered a high correlation between murine and human genes that were differentially regulated during recovery. The similarity in the directionality in the gene set enrichment analyses comparing the changes in the mouse model to the pre and post-LVAD human samples along with the similarity in the specific EndoMT/MEndoT genes (Figure 5) suggests that the transcriptional changes mediating heart failure recovery may be similar in mouse and man. The relative change in the specific genes were not the same for some of the genes in the human samples when compared to the mouse. The differences we observed between mouse and man in the relative change in gene expression may be related to differences between species; between the chronicity and etiology of the heart failure; or the effects pf the pharmacological/device treatment of heart failure. Considering these confounding variables, it is remarkable that our mouse model replicates many of the functional, structural and transcriptional changes in heart failure and recovery in humans. Thus, it may be a predictive model for future investigations of recovery from heart failure. Previous investigators have studied the myocardium pre- and post-LVAD to elucidate the biology of recovery as best summarized by Yacoub and Terracciano (2011). In these patients with severe heart failure, chronic unloading of the heart with a LVAD reverses some of the adverse remodeling of the left ventricle, in association with a reduction in fibrosis (Drakos et al., 2011). In our analysis of paired myocardial samples pre- and post-LVAD, we observed a reduction in fibrosis together with an increase in endothelial cells and reduction of number of fibroblasts supporting MET. The histological evidence for dual-stained cells, demonstrating both endothelial and fibroblast markers in cells from the failing human myocardium, is intriguing and is consistent with cell transitions in human heart failure. This is the first description of such dual-staining cells in human heart failure. This observation raises the possibility of a partial endothelial to mesenchymal transition, a phenomenon suggested to play a role in angiogenesis (Welch-Reardon et al., 2015). Further studies are needed to delineate the origins and behaviors of specific contributions of various sub-types of cells. A recent single-cell reconstruction of the human heart revealed several subtypes of endothelial cells, and one particular subset that may play a specific role in heart failure and recovery (Wang et al., 2020). Future studies with single cell analysis of disaggregated hearts in a heart failure recovery model are needed to further characterize cellular subsets that contribute to reductions in fibrosis and/or vascular recovery.

There are several limitations to our study. First, the gene expression data is generated from the whole myocardium, which is a heterogenous population of cells including myocytes, fibroblasts, vascular smooth muscle, endothelial, and immune cells. Single cell analyses will define the alterations in the transcriptional profile of specific cell types during heart failure and will provide a refined understanding of which cell types are contributing to the observed transcriptional changes in the whole heart. Furthermore, lineage tracing studies will be critical in documenting a mesenchyme-to-endothelial transition. Such studies will require multiple transgenic lines as no one transgenic line will be definitive. Although our mouse model of recovery shares many of the functional, histological, and transcriptional features of human heart failure, it is a rather acute model, and there may be compensatory pathways that are active in this acute model that are not functioning in chronic human heart failure. While angiotensin-II increases blood pressure, our previous work indicates that the changes in the myocardium are not purely load related. Other studies have in fact demonstrated an adverse direct myocardial impact of angiotensin II independent of blood pressure (Regan et al., 2015).

## Conclusion

Cardiac recovery using current pharmacotherapies yields only a modest improvement of ejection fraction from 5 to 26% in a year (Goldfinger and Nair, 2014). While chronic unloading with a durable left ventricular assist device has shown promise of histological recovery by resting the heart, not more than 1% of LVAD patients are able to recover their hearts to a clinically meaningful degree in the real world. This is possibly due to lack of focused therapies promoting cardiac recovery. We have established a non-ischemic mouse model of heart failure recovery with demonstration of phenotypic and genotypic reversal from heart failure state and have correlated our pre-clinical findings with human heart failure specimens. Much more work needs to be done to confirm and expand upon our hypothesis, but the concept that EndoMT contributes to HF and MEndoT toward recovery from heart failure may lead to new pathophysiological insights and therapeutic avenues.

## Data Availability Statement

The original contributions generated for the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161309.

## Ethics Statement

The animal study was reviewed and approved by Houston Methodist Research Institute Ethics committee.

## Author Contributions

AB and KC conceived the project, designed the experiments, and interpreted the data. GW, AC, KY, and HM-A performed the data analysis and experiments. AB and GW wrote the manuscript with comments from AC, KY, HM-A, RT, JC, and KC. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

HF: Heart Failure
EF: Ejection Fraction
EMT: Epithelial to Mesenchymal transition
EndoMT: Endothelial to mesenchymal transition
MEndoT: Mesenchymal to Endothelial transition
LVAD: Left Ventricular Assist device.

How the deposited data were processed for this re-analysis (not part of the article)

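RNA sequencing values of mouse hearts were used from 8 of the 9 groups that the samples are labelled with: HF weeks 3 and 5, Recovery weeks 7, 9, 11, 13 and 19, and Control week 19. The human samples of the paper, its histology and its echocardiography were not analysed here. The authors aligned paired-end reads with TopHat to the mouse genome MGSCv37 and computed the deposited FPKM with Cuffdiff, one column for each library, for 29,955 genes by symbol. The gene annotation, the library type and the scaling between libraries that went into these values are not named in the methods. No step was repeated on the reads, and differences between libraries that arose in alignment or in Cuffdiff are in the values.

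Columns were matched to groups by the week in their names, and the libraries are numbered in each group without a link to a labelled animal. Of the columns with values of single samples, 5 were not used: they carry the name of the week 5 controls, for which 4 samples are labelled. The comparisons with Control week 5 that had been planned were therefore not run, Control week 19 took their place, and the model held 24 libraries with 16 residual degrees of freedom where 29 and 20 had been planned. Recovery week 9 has 2 columns and 3 labelled samples.

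Genes with a mean of at least 0.5 FPKM over the libraries were tested, which kept 12,759 genes. The values were taken as log2(FPKM + 0.5) and fitted with limma 3.58.1 in R 4.3.3, with a mean for each group and eBayes with a trend on the mean and without robust estimation. All tests were two-sided. A gene was called at an unadjusted p under 0.05, as in the methods of the paper, and adjusted values are those of Benjamini and Hochberg over all genes tested. Single genes are judged by the adjusted p. The groups of Fig. 2B were formed from these calls, and their overlap and correlation were set against 100 simulations of unchanged groups and 100 simulations of recovery at the control level, each with the HF libraries shared by both comparisons. Tables were handled and drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

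The genes named are those that the paper names for the mouse data in its text and in Figs. 2E and 4D, Cdh5 and S100a4, and for each of 2 comparisons the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05 and no overlap between the groups. The comparisons are HF week 5 and Recovery week 19, each against Control week 19, the first in place of Control week 5. Any other gene was chosen after its values were seen. The results of 1 gene are not reported here. Lists of genes of 12 cell types, tissues or responses were written before the data were examined, and a list of ribosomal protein genes was taken by symbol. They were tested with limma's cameraPR, with a correlation of 0.01 between genes, and with fry. Over the 13 lists cameraPR called 8 in HF week 5 against control, 6 in Recovery week 19 against HF week 5 and 3 in Recovery week 19 against control. The cardiomyocyte list holds 3 genes listed at 0 in a group, so its test is void; over its other 7 genes the median log2 fold change in HF was -0.41.

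Relative depth was taken from the steps between low values: where a gene is above 0 in at most 8 libraries, its values are multiples of 1 fragment, and ratios of steps between libraries give their relative depth. All 253 pairs of 23 libraries gave a ratio, and HF week 3 library 1 showed no steps. The absolute depth is unknown, so no counting error is given, and the precision stated is the spread between libraries. The 10 genes with the highest values held 14.6% to 18.8% of the FPKM in the libraries of weeks 5 and 19, 27.9% to 37.4% in those of Recovery weeks 7 to 13, and 19.8% and 37.5% in HF week 3.

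GC content and transcript length came from GENCODE transcripts of GRCm38, another build than the authors', and no coordinates were taken from it. Both were found for 11,945 genes, 93.6% of those tested, and each library's trend on them was removed by loess with a span of 0.3 in one alternative. The other alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 1, calls on adjusted p-values, only the groups compared in the fit, median centring, quantile normalization, fry, and leaving out each library of HF week 5, Recovery week 19 and Control week 19 in turn. They were set before the data were examined. Fits without the HF week 3 libraries and without the genes listed at 0 were added after seeing the data.

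The calculations were tested on simulated data. Of 100 genes changed by 1 on the log2 scale, 66% were recovered at the adjusted p and 92% at the unadjusted p among 12,759 genes; of 100 changed by 2, 97% and 100%. None of them was called in the wrong direction, and 4.97% of the unchanged genes were called at the unadjusted p. In cameraPR a raised list was called and 4 of 100 random lists fell under the threshold. The GC correction took a simulated Spearman correlation with GC content from 0.854 to 0.034, and simulated depths were recovered with an error of 0.0%.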

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

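The tests of explanations for single libraries below were chosen after the results were seen. Among groups of 5 libraries, a value was taken as apart where its distance to the nearest other library, divided by the range of the group, passed Dixon's critical value of 0.71. This was done for 108 groups of libraries, where about 1 in 20, or 5.4, is expected by chance, and 15 were found.

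Control week 19 library 5 accounts for 8 of the 15. Its FPKM was 3.54 for Smurf1 (6.2 to 6.903 in the other 4 controls), 141.7 for Rhoa (112.7 to 119.8), 3.128 for Snai2 (1.158 to 1.497), 8.523 for Praf2 (5.497 to 5.914) and 5.171 for Scn4b (12.11 to 14.89). Its median log2 value against the control mean was 0.199 for the endothelial list (-0.089 to -0.029 in the others), 0.197 for the genes of Group II (-0.103 to -0.018) and -0.238 for those of Group V (0.037 to 0.087), in both groups toward HF. These measures are not independent, since all come from 1 library. Its relative depth of 1.004 lay within that of the other controls (0.942 to 1.14), which argues against lower depth. The hypertrophy list was at -0.029, within the other controls (-0.266 to 0.138), which argues against RNA of HF hearts mixed in. After correction for GC content and length its Group V median was -0.213, so that such a trend is not the whole cause. The ribosomal protein list was at 0.598 in this library and at most -0.004 in the other controls. All controls share their age and treatment, no biological explanation was tested, and the difference stays open.

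The other 7 values apart are spread over 5 libraries. Recovery week 19 library 2 had 13.5 FPKM of Thbs1 (1.22 to 2.53 in the other 4) and 25.67 of Awp1 (0.0 to 7.068). Recovery week 19 library 5 had 32.36 FPKM of S100a4 (16.68 to 20.68) and a B cell list at 0.24 (-0.214 to -0.167), a list of which 2 genes passed the filter. The endothelial list was at 0.148 in Recovery week 19 library 1 (-0.046 to 0.003), the cardiomyocyte list at 0.052 in Recovery week 19 library 3 (-0.134 to -0.091), and the smooth muscle and pericyte list at -0.184 in Control week 19 library 4 (0.026 to 0.105). For these 7 values no explanation was tested, technical or biological.

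Genes that the paper does not discuss set HF week 5 library 1 apart. Myl7 had 18390 FPKM and Sln 9904 FPKM there, compared to 152.2 and 6.162 for Myl7 and 146.9 and 1.285 for Sln in the other 2 HF week 5 libraries, and at most 1.12 and 0.9879 in the controls. All 6 genes of the atrial list were higher in library 1 than in both others, by a median of 82.3 times the mean of the others. In the controls 4 of the 6 genes had a mean of at least 0.5 FPKM. For single genes this was 232.2 times for Myl7, 185.0 for Myl4, 133.6 for Sln, 30.9 for Dkk3, 27.5 for Bmp10 and 9.4 for Tbx5, so 5 of the 6 rose by more times than Nppa (19.5), which failing ventricles also express. A lower depth of the library is excluded by its relative depth of 1.203, the highest of the 3. A stronger hypertrophic response is argued against by the other 5 genes of the hypertrophy list, of which 1 was higher in library 1 and whose median log2 difference was -0.31. Atrial tissue in the sample is a candidate explanation that the level of the list is consistent with. The HF week 3 libraries had 1805 and 5773 FPKM of Myl7 as well. The pattern is not in every HF library: in HF week 5 library 3 the atrial list was at 0.822, below Recovery week 11 libraries 2 and 3 (1.036 and 1.066), although the hypertrophy list was at 2.232 there. Atrial genes switched on in the failing ventricle were not tested and remain open for the other HF libraries.

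Adipocyte genes were also high in part of the HF libraries. HF week 5 library 2 had 15.6 FPKM of Adipoq and 14.07 of Cidec, and library 1 had 10.51 and 12.66, while library 3 had 0.0516 and 0.14 and the controls at most 0.0961 and 0.13. Cfd had 202 and 87.01 FPKM in HF week 3, 214.2 and 189.3 in HF week 5 libraries 1 and 2, 1.281 in library 3 and at most 0.754 in the 19 recovery and control libraries. In the HF week 3 libraries and HF week 5 libraries 1 and 2 together, 5 of the 6 genes of the list lay above all 19 recovery and control libraries; Lep did not. None of the 6 had a mean of at least 0.5 FPKM in the controls. Fat tissue in the sample may account for this, since the genes of the list were high together in the same 4 libraries. A change of fat within the failing heart was not tested and stays open.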

How the results depend on the processing

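The alternatives were set before the data were examined, apart from the fits without the HF week 3 libraries and without the genes listed at 0, which were chosen after seeing the data; no other test below was chosen after its result was seen. No paired analysis was possible because the columns carry no replicate letters, so the fits with a replicate block, alone or with the GC correction, were not run. The alternatives with Control week 5 and those for read counts were not run either. For calls on adjusted p-values no value exists for single genes and lists, which use the adjusted p throughout. Where no cause is named below, the cause was not tested.

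The number of genes lower in HF week 5 than in Control week 19 (1,580 to 2,739 over 24 alternatives), the number higher in Recovery week 19 than in HF week 5 (1,567 to 2,714), and Groups III, V and VI stayed within 1.5 times of their main values. The Group II and V medians of HF week 5 stayed within 1 SD, at 0.508 to 0.729 and -0.712 to -0.576.

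Without the filter on low values more genes were tested, and 3,669 genes were higher in HF than in control, 3,744 lower in recovery than in HF, and 406 higher and 274 lower in recovery than in control. Group I then held 740 genes and Group II 2,929, the share of Group V was 83.0%, and r within Group I was 0.049. The Group II medians were 0.429 at HF week 3, 0.000 at Recovery week 7, 0.031 at week 9, 0.032 at week 11 and 0.038 at week 13.

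Calls on adjusted p-values are fewer by construction: 1,482 genes were higher in HF than in control, 1,525 lower in recovery than in HF, and 3 higher and 0 lower in recovery than in control, compared to 110 lower at the unadjusted p. Group II held 1,122 genes with a share of 75.7%, r within Group I was 0.065, and the HF week 3 medians were 0.886 in Group II and -0.975 in Group V.

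With only the groups compared in the fit, 454 genes were higher and 193 lower in recovery than in control. Group I held 881 genes and Group IV 611, the shares of Groups II and V were 68.5% and 75.6%, r within Group I was 0.102, and 1 of the 24 genes was called in recovery against HF when adjusted over the list alone. Without the HF week 3 libraries 405 genes were higher and 218 lower in recovery than in control. Without the genes listed at 0, r was 0.941 over all genes and 0.656 within Group I, which shows that these genes lowered both.

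With a pseudocount of 0.1, r within Group I was 0.076, the HF week 3 medians were 0.842 in Group II and -0.914 in Group V, and the adipocyte list in recovery against control was at -0.002. A pseudocount of 1 gave 0.641 and -0.797 at HF week 3. Median centring gave Group II medians of 0.762 at HF week 3 and 0.193 at Recovery week 13, and a log2 fold change of 0.025 for Cxcr4 in recovery against HF. With quantile normalization the HF week 3 medians were 0.696 and -0.788, Cxcr4 in recovery against HF was at 0.011, Cdh5 at 0.014 in HF against control and -0.006 in recovery against HF, the macrophage list at -0.005 in recovery against HF, and the endothelial list at 0.013 in recovery against control. The GC and length correction gave -0.758 for Group V at HF week 3 and -0.020 for Cdh5 in recovery against HF. In fry the ribosomal protein list was not called in HF against control (median 0.465, adjusted p = 0.0847) or in recovery against HF (-0.401, adjusted p = 0.113), and 1 list was called in recovery against control, the cardiomyocyte list, whose test is void.

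Leaving out each library in turn gave 13 fits. Genes higher in recovery than in control ran from 159 (without Recovery week 19 library 2) to 334 (without HF week 5 library 1), and genes lower from 63 (without Recovery week 19 library 2) to 231 (without Recovery week 19 library 1). Group II held 1,245 genes without HF week 5 library 1 and 2,066 without Control week 19 library 5. The share of Group II ran from 75.4% to 82.7% and that of Group V from 81.1% to 88.5%. Over all genes r was 0.873 to 0.919, and within Group I it was -0.171 to 0.101, the highest without HF week 5 library 1. The Group II medians were 0.719 to 0.781 at HF week 3, 0.012 to 0.069 at Recovery week 7 and 0.113 to 0.196 at week 13. Those of Group V were -0.153 to -0.078 at Recovery week 9, -0.185 to -0.094 at week 13 and -0.062 to 0.017 at week 19. For both groups the values farthest from control at weeks 7 to 13 came without Control week 19 library 5. Genes called in extracellular matrix organization numbered 5 (without HF week 5 library 1) to 18, in the Wnt receptor signaling pathway 5 (without HF week 5 library 1) to 11. Of the 24 genes, 3 to 8 were called in HF when adjusted over the list alone and 2 to 6 over all genes, the lowest without HF week 5 library 1 and the highest without library 2.

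No gene was called in a fit in which its sign changed. The log2 fold change in HF against control ran from -0.015 (without Control week 19 library 5) to 0.286 for Snai1, from -0.354 to 0.236 (without Control week 19 library 2) for Thbs1 and from -0.232 to 0.179 (without HF week 5 library 1) for Cdh5. In recovery against HF it ran from -0.022 (without HF week 5 library 2) to 0.232 for Snai1, from -0.222 to 0.101 (without HF week 5 library 3) for Cxcr4 and from -0.193 (without HF week 5 library 1) to 0.218 for Cdh5. In recovery against control Klf4 ran from -0.020 (without Recovery week 19 library 2) to 0.404. Among the lists, the macrophage list in recovery against HF ran from -0.147 (without HF week 5 library 2) to 0.304, and in recovery against control the endothelial list from -0.068 to 0.022, the adipocyte list from -0.045 to 0.079 and the ribosomal protein list from -0.089 (without Recovery week 19 library 5) to 0.185. The last was called without Control week 19 library 5 (cameraPR, adjusted p = 3.57e-05) and, at 0.139, without Recovery week 19 library 1 (0.00226), with adjusted p-values up to 0.997 over its alternatives.

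Over all alternatives, 19 of 49 results for single genes changed at least once: 26 of 1127 values were weaker, 13 stronger and 18 of the opposite sign. Of 21 results for lists, which leave out those of the ribosomal protein list, 11 changed, with 6 of 504 values weaker, 4 stronger and 18 of the opposite sign. The ribosomal protein list also changed at least once in each comparison. Of 144 correlations within groups, 32 moved and 7 changed sign. The absolute depth is unknown, and HF week 3 library 1 has no relative depth, which leaves open how far counting error adds to the spread of genes with low values.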

Differences from the paper's values

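None of the settings was chosen to come closer to the paper, the alternatives named here were set before the data were examined unless stated, and no test here was chosen after its result was seen. The text of the paper does not name the control group of its Fig. 2, and Control week 19 stands for it here, since Control week 5 was not used.

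In HF week 5, 2,393 genes were higher than in Control week 19, against the paper's 1350. On adjusted p-values there were 1,482, with median centring 1,951 and without HF week 5 library 1 1,634, each within 1.5 times of the paper's count; the other alternatives stayed outside. In Recovery week 19, 2,460 genes were lower than in HF week 5, against the paper's 1376. The same 3 alternatives came within 1.5 times, with 1,525, 2,019 and 1,762 genes, and the others did not. In the opposite directions the counts were within 1.5 times, with 2,260 genes lower in HF against the paper's 3050 and 2,235 higher in recovery against 3188, but adjusted p-values (1,580 and 1,567) and the fit without HF week 5 library 1 (1,677 and 1,732) opened a gap there, so that of the 3 only median centring (2,628 and 2,584) left all 4 counts within 1.5 times. Gaps opened too without Control week 19 library 3 (2,018) or 4 (2,033) for genes lower in HF, and without HF week 5 library 3 (2,071) or Recovery week 19 library 2 (2,019), 3 (2,073) or 4 (2,071) for genes higher in recovery. Group V, with 1,933 genes against the paper's 2719, was outside 1.5 times on adjusted p-values (1,354) and without HF week 5 library 1 (1,418) or 3 (1,797), Recovery week 19 library 2 (1,807) or 3 (1,793) or Control week 19 library 2 (1,806), 3 (1,785) or 4 (1,787), and Group IV, with 327 against 331, with only the groups compared in the fit (611).

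Group I held 485 genes against the paper's 304. Counts within 1.5 times were reached with a mean of at least 1 (414), adjusted p-values (360), median centring (427), quantile normalization (435), and without HF week 5 library 1 (389) or 3 (386) or Control week 19 library 1 (404), 2 (404), 3 (352) or 4 (390), but not with the other alternatives. Group II held 1,908 genes against the paper's 1046, and only adjusted p-values (1,122), median centring (1,524) and the fit without HF week 5 library 1 (1,245) came within 1.5 times. Group III held 552 genes against the paper's 330. A mean of at least 1 (493), adjusted p-values (403), only the groups compared in the fit (439), median centring (495), and the fits without HF week 5 library 2 (468) or 3 (481), Recovery week 19 library 2 (385) or 3 (495) or Control week 19 library 5 (459) closed the gap to within 1.5 times, and the others did not. Group VI held 302 genes against the paper's 469. No filter on low values (440), median centring (336), quantile normalization (378), and the fits without HF week 5 library 1 (314), Recovery week 19 library 5 (385) or Control week 19 library 1 (354), 2 (375), 3 (412) or 4 (399) came within 1.5 times, and the others set before the data were examined did not. Without the HF week 3 libraries, chosen after seeing the values, it held 376, also within 1.5 times.

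The correlation of fold changes within Group I was -0.082, against the paper's value of about 0.92 in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed this gap; without the genes listed at 0, chosen after seeing the values, r was 0.656. In Group II r was 0.967 against the paper's about 0.88 in Fig. 2D, read by eye, and in Group V it was 0.959 against the paper's about 0.76 in Fig. 2D, read by eye, with no alternative closing either gap. In Group III r was 0.856 against the paper's about 0.91 in Fig. 2D, read by eye. It came to 0.892 with a pseudocount of 0.1, 0.895 without a filter, 0.899 on adjusted p-values, 0.879 with the GC and length correction, and 0.887, 0.904 and 0.907 without HF week 5 library 1, 2 and 3, which closed the gap, and the others did not. In Group VI r was 0.677 against the paper's about 0.43 in Fig. 2D, read by eye, and only the fits without Recovery week 19 library 2 (0.496) or 3 (0.436) closed the gap.

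In Fig. 2E the paper's FPKM of Hmgn3, read by eye, is about 3.4 in control and about 6.7 in HF, against 5.7 and 13.09 here. For Cxcr4 in HF the paper's value in Fig. 2E, read by eye, is about 3.3, against 5.803. No library left out closed any of these gaps, and the other alternatives act on the log2 values.

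The paper counts Snai1 among the genes higher in HF and still higher than control in recovery. Its log2 fold change was 0.15 in HF (adjusted p = 0.83 from limma) and 0.26 in recovery against control (adjusted p = 1), and no setting called it on the adjusted p. Snai2, which the paper gives as higher in HF, had 0.21 (adjusted p = 0.544), again called in no setting. Twist2 and Bmp4, given as higher in HF, had adjusted p-values of 0.0665 and 0.077. Twist2 was called without the HF week 3 libraries (adjusted p = 0.0317; 0.0317 to 0.306 over its alternatives), a fit chosen after seeing the values. Bmp4 was called with only the groups compared in the fit (0.0413), without Control week 19 library 5 (0.0339) and without the HF week 3 libraries (0.0216; up to 0.252 over its alternatives), the last chosen after seeing the values. Of the same set of genes the paper gives most as lower again at week 19. Ctgf and Actn1 were called lower against HF (adjusted p = 7.44e-06 and 0.00334). Snai2, Twist1, Twist2 and Bmp4 had log2 fold changes of -0.48, -0.35, -0.28 and -0.21 with adjusted p-values of 0.143, 0.186, 0.295 and 0.448, and no setting called them. The paper places Smurf2, Thbs1 and Klf4 higher at week 19 alone. Against HF their log2 fold changes were 0.26, -0.37 and 0.57, with adjusted p-values of 0.157, 0.685 and 0.214, and no setting called them. Cxcr4, which the paper draws as an example of its groups, was in none of the groups, and no setting called it on the adjusted p. Praf2 fell in Group I at the unadjusted p with an adjusted p of 0.0648 in HF, and was called on the adjusted p with only the groups compared in the fit (0.0309), with the GC and length correction (0.0428), without Control week 19 library 5 (0.0335) and without the HF week 3 libraries (0.0057; up to 0.315 over its alternatives), the last chosen after seeing the values.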

Other observations

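The tests of other splits and of GC content for the comparisons among HF week 5, Recovery week 19 and Control week 19 were chosen before the data were examined; the splits of Recovery weeks 7, 9, 11 and 13 and the tests of age, of the genes listed at 0, of Groups I and IV and of the cardiomyocyte share were chosen after the results were seen.

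In HF week 5 against Control week 19, 1 of the 56 splits of the 8 libraries gave as many genes called at the unadjusted p, the real one with 4,653; the largest other count was 3,893. The same held for Recovery week 19 against HF week 5, with 1 of 56 splits (4,695 genes, 2,994 in the largest other). Between Recovery week 19 and Control week 19, 41 of 100 splits drawn from the 126 gave as many as the 367 called, so this count is not larger than other splits give. After correction for GC content and length, 4,835, 4,754 and 392 genes were called in these 3 comparisons, so that such a trend is not the whole cause of the counts. HF week 5 is 14 weeks younger than both groups of week 19, so each comparison with it also holds an age difference. Recovery week 7 lies 2 weeks after HF week 5, and between it and Control week 19 461 genes were called (184 higher, 277 lower). The threshold would give 638 by chance, whereas other splits of these libraries gave a median of 143.5. Between Recovery week 7 and HF week 5 there were 3,805. The 2 libraries of HF week 3 gave 7,287 genes against the same controls, so that 2 libraries are enough to show large differences. This argues against the age difference as the whole cause of either count. The libraries of Recovery week 7 and Control week 19 did not overlap for 1,989 genes (15.6%, against 9.52% by chance), and a smaller part of age in the counts, or a change with age between weeks 5 and 7, stays open.

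The Group II mean was at 4.5% of its HF week 5 value at week 7, at 16.9%, 21.1% and 22.1% at weeks 9, 11 and 13, and near 0 at week 19, which had a part in defining the group. With 2 or 3 libraries in each of these weeks no exact test against control passed 0.05 (exact p = 0.762, 0.286, 0.107 and 0.286 for Group II), and the difference between weeks was not tested. The controls had a part in defining the group, and its genes were chosen for values that are low in control and at week 19 alike, so other weeks may lie above control by this choice alone; without Control week 19 library 5 the Group II means were 0.069, 0.153, 0.186 and 0.196 at these weeks, and without the filter on low values 0.000, 0.031, 0.032 and 0.038. Recovery week 11 had 1,078 genes called against Control week 19 (624 higher, 454 lower; 19 after adjustment, 13 without the genes listed at 0), and 5 of the 56 splits (8.93%) gave as many, up to 2,204. For week 7 the 461 genes were reached in 5 of 21 splits. Week 9 had 459 genes (253 higher, 206 lower; 7 after adjustment, 1 without the genes listed at 0), with 3 of 21 splits giving as many. Week 13 had 1,330 (533 higher, 797 lower; 10 after adjustment, 4 without the genes listed at 0), and only the real split of the 21 gave as many (4.76%), with 1,316 genes in the largest other; no correction was made for the 4 weeks. Against HF week 5, week 11 had 3,225 genes, the most of the 10 splits (1 of 10), a share that cannot go under 0.1. Nppa, chosen after its values were seen, had 657 and 370.2 FPKM in Recovery week 7, 1075 and 2426 in week 9, 353.7, 1188 and 1421 in week 11, 417.8 and 468.1 in week 13, and 170.1 to 746 in week 19, compared to 81.08 to 344.5 in control. The other 5 genes of the hypertrophy list were at a median of 0.367 and 0.214 in the libraries of week 7, 1.219 and 1.308 in week 9, -0.238, 0.976 and 1.942 in week 11, and 0.539 and 0.704 in week 13. A second rise of these genes after week 7 is a hypothesis that these numbers of libraries cannot settle.

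Groups I and IV, the genes changed in HF and not called as returning, held 812 genes together. In simulations in which every gene returns to the control level, a median of 812 genes (724 to 875) fell in these groups. In this fit the threshold alone can give groups of this size. The same simulations had a median of 634.5 genes called between recovery and control, against 367 in the data. Their spread thus differs from that of these libraries. With only the groups compared in the fit, Groups I and IV held 881 and 611 genes, and that fit was not simulated. Whether these genes stayed changed is left open.

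The 8 genes listed at 0 in every library of a group, while the median of the other libraries was above 5 FPKM, are Actc1, C130080G10Rik and Myl2 in Control week 19, AK163440 and Mb in Recovery and Control week 19, Myh6 in HF week 5, Recovery week 19 and Control week 19, Nppa in HF week 3, and RIE2 in HF week 5. For the 7 with a transcript length, the value times length in the other libraries was at the percentile 90.7 or above among all genes, so estimates that failed for the most abundant transcripts may account for them. The summed relative depth was 5.05 in Control week 19, 4.59 in Recovery week 19, 3.38 in HF week 5, 2.61 in Recovery week 11, 2.33 in week 7, 2.22 in week 9 and 1.85 in week 13, and 6 of the 8 genes were listed at 0 in exactly the groups of highest summed depth. A limit on the fragments at a locus, counted over all libraries of a group, is a candidate explanation for these 6; Nppa and RIE2 are outside it. A further 7 genes are above 0 in both HF week 3 libraries and listed at 0 in all 7 other groups, with medians in HF week 3 of 12742.3 FPKM for AK141672, 6076.3 for Cytb, 5687 for mt-Nd4, 5054.9 for AK018753, 227.2 for BC071253, 9.6 for Atpase6 and 8.5 for GU332589. They are outside the rule for the 8 genes and outside both tests, since HF week 3 library 1 has no relative depth, and why they have values in HF week 3 alone was not tested. All 3 genes called between recovery and control after adjustment are among the 8. No biological explanation was tested.

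Lists of genes of cell types and tissues were compared as medians of log2 fold changes. In HF week 5 against Control week 19 the median was 0.45 for the endothelial list (cameraPR, adjusted p = 0.00258), 0.67 for the fibroblast list (0.00199), 1.49 for the activated fibroblast list (0.000107), 0.65 for the smooth muscle and pericyte list (0.0689; fry, 0.0101), 0.41 for the macrophage list (0.195; 0.22 without HF week 5 library 1 and 0.66 without library 2), 0.74 for the 2 B cell genes tested (0.316) and -0.62 for the 3 erythroid genes (0.36). It was 5.37 for the atrial list (0.00199; not called with only the groups compared in the fit, 0.0843, the highest of its alternatives, which began at 5.66e-10; 2.54 without HF week 5 library 1), 1.00 for the skeletal muscle list (0.183; fry, 0.00235), 3.45 for the adipocyte list (0.000152), 2.13 for the hypertrophy list (1.09e-05) and 0.47 for the 81 ribosomal protein genes (0.000107). The last was not called in fry (adjusted p = 0.0847) and 1 of the 3 HF libraries lay above all controls (exact permutation test on library medians, p = 0.107). In fry the endothelial, fibroblast, activated fibroblast, atrial, adipocyte and hypertrophy lists were called as well. The smooth muscle and pericyte list, the skeletal muscle list and the B cell list (0.0457) were called in fry alone. In Recovery week 19 against HF week 5 the endothelial list was at -0.40 (cameraPR, adjusted p = 0.00259; 0.0756 without HF week 5 library 3, in a range of 0.00036 to 0.0756), the activated fibroblast list at -1.33 (0.002) and the fibroblast list at -0.38 (0.131; -0.14 without HF week 5 library 1 and -0.63 without library 2, where it was called with 0.00749, in a range of 0.00749 to 0.699). The atrial list was at -5.63 (0.00176; 0.0591 with only the groups compared in the fit, in a range of 7.97e-11 to 0.0591).

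Between Recovery week 19 and Control week 19 the fibroblast list was higher by 0.34 (cameraPR, adjusted p = 0.000503) and the macrophage list by 0.43 (0.000503). Neither was called in fry (adjusted p = 0.249 and 0.242). Of the 5 recovery libraries, 4 lay above all controls for each list (exact permutation test on library medians, p = 0.0159 and 0.0476, adjusted p = 0.206 for both over 13 lists). With 5 libraries in each group the exact p cannot go below 0.00794, which after adjustment over 13 lists stays above 0.05 for 1 list alone, so the adjusted exact test says little here, and cameraPR and fry remain apart. The atrial list was lower by the same test (difference of means -0.22, exact permutation test, p = 0.0476, adjusted p = 0.206), with the same limit. It was called neither in cameraPR (adjusted p = 0.933) nor in fry (0.955). Its median log2 fold change was -0.25, and -0.07 without Recovery week 19 library 1. The activated fibroblast list was at 0.33 (cameraPR, adjusted p = 0.107) and was called without Recovery week 19 library 3 (0.39, 0.0436) or 4 (0.38, 0.0385) and without the genes listed at 0, a fit chosen after seeing the data (0.00443; 0.00443 to 0.598 over its alternatives). Without Recovery week 19 library 5 this list was at 0.093, the lowest of the fits with a library left out. A lower share of cardiomyocytes would raise the endothelial list alike, and its difference was 0.014, which argues against it as the whole cause. More of these cells after recovery remains a hypothesis that was not tested further.

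For the markers of Fig. 7, Cdh5 was not called in HF (log2 fold change -0.03, SE 0.212, adjusted p = 0.925 from limma). Its log2 fold change ran from -0.23 without HF week 5 library 3 to 0.18 without library 1. S100a4 rose from 28.8 ± 12.7 FPKM (SD, n = 5) in Control week 19 to 65.5 ± 33.2 (n = 3) in HF week 5, a log2 fold change of 1.14 (adjusted p = 0.0145 from limma; 0.00254 to 0.149 over its alternatives, the highest without HF week 5 library 1, where the change was 0.76; with only the groups compared in the fit it was 0.0529). In recovery against HF it was -1.49 (adjusted p = 0.00284).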
